# Amino acid transporter SLC7A5 regulates cell proliferation and secretary cell differentiation and distribution in the mouse intestine

**DOI:** 10.7150/ijbs.94297

**Published:** 2024-03-25

**Authors:** Lingyu Bao, Liezhen Fu, Yijun Su, Zuojia Chen, Zhaoyi Peng, Lulu Sun, Frank J. Gonzalez, Chuan Wu, Hongen Zhang, Bingyin Shi, Yun-Bo Shi

**Keywords:** amino acid transporter, intestine, organ homeostasis, mTORC1 signaling pathway, stem cell

## Abstract

The intestine is critical for not only processing nutrients but also protecting the organism from the environment. These functions are mainly carried out by the epithelium, which is constantly being self-renewed. Many genes and pathways can influence intestinal epithelial cell proliferation. Among them is mTORC1, whose activation increases cell proliferation. Here, we report the first intestinal epithelial cell (IEC)-specific knockout (^ΔIEC^) of an amino acid transporter capable of activating mTORC1. We show that the transporter, SLC7A5, is highly expressed in mouse intestinal crypt and *Slc7a5*^ΔIEC^ reduces mTORC1 signaling. Surprisingly, adult *Slc7a5*^ΔIEC^ intestinal crypts have increased cell proliferation but reduced mature Paneth cells. Goblet cells, the other major secretory cell type in the small intestine, are increased in the crypts but reduced in the villi. Analyses with scRNA-seq and electron microscopy have revealed dedifferentiation of Paneth cells in *Slc7a5*^ΔIEC^ mice, leading to markedly reduced secretory granules with little effect on Paneth cell number. Thus, SLC7A5 likely regulates secretory cell differentiation to affect stem cell niche and indirectly regulate cell proliferation.

## Introduction

The intestine is the organ responsible for the digestion and absorption of nutrients and water, and also forms a barrier against environmental harmful materials/organisms. It is under a constant barrage of mechanical, chemical, and pathogen-driven attacks from food digestion and the trillions of microorganisms that colonize the intestine 1, 2. It is thus critical to maintain intestinal integrity and function. Intestinal homeostasis relies on a perfect balance of the interactions among different cell types within intestinal epithelium, the underlying non-epithelial tissues, the microbiota, and immune system 2-5. Intestinal epithelial cells are crucial for intestinal homeostasis and are constantly renewed, every 3-5 days in the case of mice, driven by adult stem cells 6, 7. Two types of epithelial cells, goblet cells and Paneth cells, function to maintain intestinal integrity. Goblet cells secret mucus that coats the epithelium to block the access of the microbiota to mucosa and to allow the accumulation of high concentrations of anti-microbial peptides (AMPs). Reduced goblet cell numbers and mucus secretion are the hall marks of human inflammatory bowel disease (IBD) 8. Paneth cells secrete AMPs, including lysozyme and defensins, that protect the epithelium from pathogens. Recent studies have shown that impaired AMP secretion may contribute to IBD susceptibility 9, 10.

SLC7A5, also known as LAT1, forms a heterodimeric amino acid transporter by interacting with glycoprotein CD98 (SLC3A2) involving a conserved disulfide bond 11. The heterodimer transports large neutral amino acids and is crucial for immune system, placenta, blood brain barrier, and protecting the body against pathogens 12-14 and disruption of the transporter function by disrupting the extracellular domain of CD98 leads to embryonic lethality in mouse 15. SLC7A5-mediated mTORC1 activation is well known to be important for immune system, especially T cell activation 16. SLC7A5 is broadly expressed in many organs, including the intestine 17. However, if and how SLC7A5-mediated mTORC1 activation plays a role in intestinal homeostasis and function remain unknown. While there have been studies on mTORC1 signaling in intestine, they have been mainly focused on energy utilization with not very consistent findings. For example, it was shown that calorie restriction leads to inhibition of mTORC1 pathway specifically in Paneth cells, which in turn increases crypt cell proliferation and LGR5+ stem cell numbers through activating SIRT1 18-20. On the other hand, a different study showed that calorie restriction reduced cell proliferation, increased reserve stem cells (BMI1+ stem cells) other than LGR5+ stem cells in the intestine 21. Thus, further analyses are needed to understand the effects and regulation of mTORC1 signaling in intestinal homeostasis.

Here, we made use of a floxed *Slc7a5* allele (*Slc7a5*^fl/fl^) 17 to knock out *Slc7a5* specifically in the intestinal epithelium by crossing the *Slc7a5*^fl/fl^ line with a villin-cre line, where the Cre recombinase is under the control of intestinal epithelial cell (IEC)-specific villin promoter, to generate *Slc7a5*^ΔIEC^ mice. This allowed us to investigate if epithelial expression of this amino acid transporter affects mTORC1 function and/or intestinal development and/or homeostasis. Our study showed that loss of SLC7A5 in intestinal epithelium led to reduced mTORC1 signaling and a dramatic decrease in the number of mature secretory cells, including Paneth cells and goblet cells in the small intestine, although the goblet cells was increased in the crypts. In addition, as mTORC1 is a well-known, important pathway for cell proliferation, we examined cell proliferation in the intestine and found that surprisingly, loss of SLC7A5 in intestinal epithelium increased cell proliferation in the crypts. Furthermore, we observed increased cell death in the epithelium and faster epithelial cell turnover. On the other hand, the number of crypt base columnar (CBC) stem cells, such as LGR5 positive and OLFM4 positive stem cells, were not changed. Our findings thus revealed that knocking out SLC7A5 in intestinal epithelium affected intestinal defense function via reduced mTORC1 signaling in secretory cell lineage and further suggest a model where a complex and delicate intestinal regulatory system helps to maintain physiological or pathophysiological status of the intestine.

## Results

### Intestinal epithelium-specific knockout of SLC7A5 leads to longer crypts in mice

Whole body knockout of SLC7A5 causes embryonic lethality in mice 22. To study the role of SLC7A5 in the intestine, we crossed villin-Cre mice with *Slc7a5*^fl/fl^ mice to delete the floxed exon in *Slc7a5* gene specifically in intestinal epithelium (Fig. 1A). Homozygous *Slc7a5*^ΔIEC^ mice were born at the Mendelian ratios and developed normally. Western blot analysis of isolated small intestinal crypts showed that SLC7A5 protein was expressed in the epithelium of wild-type *Slc7a5*^fl/fl^ mice but absent in *Slc7a5*^ΔIEC^ mice (Fig. 1B), demonstrating the knockout efficiency. Furthermore, immunohistochemical analysis showed that in adult intestine, SLC7A5 was found in both epithelium and submucosal area of wild-type mice but absent in the epithelium of the *Slc7a5*^ΔIEC^ mice (Fig. 1C). The *Slc7a5*^ΔIEC^ mice were phenotypically normal externally throughout development and adulthood (not shown). In addition, isolated intestine also had normal gross morphology (not shown). On the other hand, H&E-stained histological sections of the small intestine showed that the *Slc7a5*^ΔIEC^ intestine had longer crypts (Fig. 1D).

### *Slc7a5*^ΔIEC^ mice have increased cell proliferation in the crypt and accelerated epithelial cell turn-over with compensating increases in cell death in the epithelium

Generally, the upper two thirds of the crypt is referred to as the transit amplifying cell zone, where the cells, called transit amplifying cells, proliferate rapidly and therefore can be visualized with Ki67 labeling (Fig. 2A). In *Slc7a5*^ΔIEC^ mice, the Ki67 positive cells increased by about two-fold compared to that in *Slc7a5*^fl/fl^ mice (Fig. 2B). In addition, while rare, Ki67-positive proliferating cells could also be detected at the crypt base, intercalating among Paneth cells. Crypt base stem cell proliferation was also increased by *Slc7a5*^ΔIEC^ (Fig. 2C). On the other hand, *in situ* hybridization with probes for stem cell markers LGR5 and OLFM4 mRNAs showed no difference between *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mice (Supplementary Fig. 1).

Since intestinal gross morphology did not change very significantly, the increased cell proliferation in *Slc7a5*^ΔIEC^ mice suggest faster cell turn-over in the epithelium in order to maintain homeostasis. To test this, we carried out kinetic studies on cell turn-over by labeling proliferating cells with a single injection of EdU, followed by euthanizing the mice at 2 h, 8 h, 24 h, 48 h and 72 h post injection (Fig. 2D). Analysis of the EdU-labeled cells in the resulting intestinal cross-sections showed that at 2 and 8 h post injection, the EdU-positive cells per crypt in *Slc7a5*^ΔIEC^ mice were about two-folds of those in *Slc7a5*^fl/fl^ mice (Fig. 2E-F). Furthermore, at 8 h, many EdU-positive cells in *Slc7a5*^ΔIEC^ mice but few in *Slc7a5*^fl/fl^ mice had migrated out of crypts and into villi (Fig. 2E), suggesting faster migration and differentiation in knockout cells. By 24 h, most EdU-positive cells in *Slc7a5*^ΔIEC^ mice had migrated to near the top of the villi while most EdU-positive cells in *Slc7a5*^fl/fl^ mice were still near the lower half of the villi (Fig. 2E), indicating again that the *Slc7a5*^ΔIEC^ led to faster cell migration during epithelium turn-over. The EdU-positive cells reached maxima between 8-24 h and subsequently decreased as they turned over, with all removed by 48 h and 72 h in *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mice, respectively (Fig. 2E-F), demonstrating that *Slc7a5*^ΔIEC^ had faster turn-over. Consistently, TUNEL-labeling for apoptotic cells showed that apoptotic cells in small intestine were increased dramatically by *Slc7a5*^ΔIEC^ (Fig. 2G-H). Thus, *Slc7a5*^ΔIEC^ caused faster epithelium turn-over by increasing cell proliferation in the crypt with compensatory increases in cell migration and cell death.

### *Slc7a5*^ΔIEC^ mice had fewer Paneth cells and goblet cells in the small intestine

We next analyzed if intestinal epithelial cell disruption of *Slc7a5* affected the Paneth cells and goblet cells, the main secretary cells in the small intestine. Immunohistochemical analysis with an antibody against lysozyme, a marker for mature Paneth cells, revealed that *Slc7a5*^ΔIEC^ mice had a dramatic reduction in number of mature Paneth cells compared to *Slc7a5*^fl/fl^ mice (Fig. 3A, B). Similarly, staining with Alcian blue for goblet cells revealed that the number of goblet cells were reduced in villi of *Slc7a5*^ΔIEC^ mice (Fig. 3C, D). Interestingly, more goblet cells were present in the crypts of *Slc7a5*^ΔIEC^ mice (Fig. 3C, E). Thus, *Slc7a5*^ΔIEC^ had abnormal development and/or distribution of the secretory cells***.***

### *Slc7a5*^ΔIEC^ mice have altered intestinal mTORC1 signaling

*Slc7a5* encodes SLC7A5, also called LAT1, which forms a heterodimeric transmembrane amino acid transporter with glycoprotein CD98 (SLC3A2). The heterodimer can transport L-branched chain amino acids and natural amino acids, leading to activation mTORC1 signaling. In addition, a mTORC1 and mTORC2 knockout study revealed reduced secretory cells 23. To investigate whether *Slc7a5*^ΔIEC^ reduces mTORC1 signaling to affect the secretory cell lineage, we analyzed the phosphorylation of mTORC1 substrates p70 ribosome protein S6 kinase1 (70S6K) and ribosome protein S6 (S6) 24. The results showed that the phosphorylated form of both 70S6K (i.e., p70S6K) (Fig. 4A, B) and S6 (i.e., pS6) (Fig. 4C, D) was reduced in the small intestine of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice. To determine if the alteration in mTORC1 signaling was through amino acid transporter activity, we treated intestinal organoids made from intestinal crypts of* Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice with mTORC1 activator MHY1485 25, mTORC1 inhibitor rapamycin 25-27, or amino acid transporter inhibitor BCH 11, 28, 29 (Fig. 4E, F). Consistent with the in* vivo* findings, *Slc7a5*^ΔIEC^ organoids had decreased pS6 level compared to *Slc7a5*^fl/fl^ mouse organoids under control condition. Rapamycin treatment of the *Slc7a5*^fl/fl^ mouse organoids led to expected inhibition of pS6. Importantly, MHY1485 treatment of *Slc7a5*^ΔIEC^ organoids increased pS6 to a similar level as in *Slc7a5*^fl/fl^ organoids, while BCH treatment of *Slc7a5*^fl/fl^ organoids reduced pS6 to a level similar to that in *Slc7a5*^ΔIEC^ mouse organoids. These findings not only showed that *Slc7a5*^ΔIEC^ reduced mTORC1 signaling through reduced amino acid transport but also suggest that SLC7A5 is the major amino acid transporter that can regulate mTORC1 signaling in the intestine. On the other hand, we failed to observe reliable cell proliferation or Paneth cell phenotype due to the knockout in the organoids. Since the organoids lacked connective tissue and muscles, the results suggests that cell-cell and cell-ECM (extracellular matrix) interactions are important to reproduce the *in vivo* effects of the knockout, even though cell-autonomous effect on mTOC1 signal could be reproduced *in vitro*.

### *Slc7a5*^ΔIEC^ mice had Paneth dedifferentiation with reduced secretory granules

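The single cell data come from live epithelial cells (EpCAM positive, CD45 negative) sorted from the small intestinal crypts of 8-week-old mice and sequenced with the 10x Genomics 3′ kit, version 2. There are 4 libraries, 2 labelled *Slc7a5* fl/fl and 2 labelled *Slc7a5* ΔIEC (n = 2 per genotype). The sample records name 4 mice but not how these were divided among the libraries. The authors deposited counts of unique molecular identifiers (UMIs, each standing for 1 captured transcript) for 27998 genes in every cell barcode that their cell calling had kept, with no normalization and no cell type labels. The libraries labelled *Slc7a5* fl/fl held 3633 and 3217 barcodes with 113529509 and 119339206 UMIs, and those labelled *Slc7a5* ΔIEC held 10004 and 9644 barcodes with 87922473 and 127094508 UMIs. Each library starts at its own lower limit: the lowest total of a barcode was 8909 and 9670 UMIs in the libraries labelled *Slc7a5* fl/fl and 3843 and 5858 in those labelled *Slc7a5* ΔIEC, and the median totals were 22242 and 32549 against 6699.5 and 9717.5. From these counts, all 26498 barcodes were kept as cells, clustered and named from marker genes. UMIs were then summed over the cells of a class in each library, because cells of a library are not independent replicates. The 4 sums were compared with the quasi-likelihood test of edgeR after TMM scaling, with Benjamini-Hochberg adjustment over the genes tested. The sums of Paneth-like cells had a common dispersion of 0.00306. As the mice behind each library are not known, it is also not known whether the spread between the libraries of a genotype includes that between mice, and the adjusted p values hold for these libraries only.

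**Figure D1:**
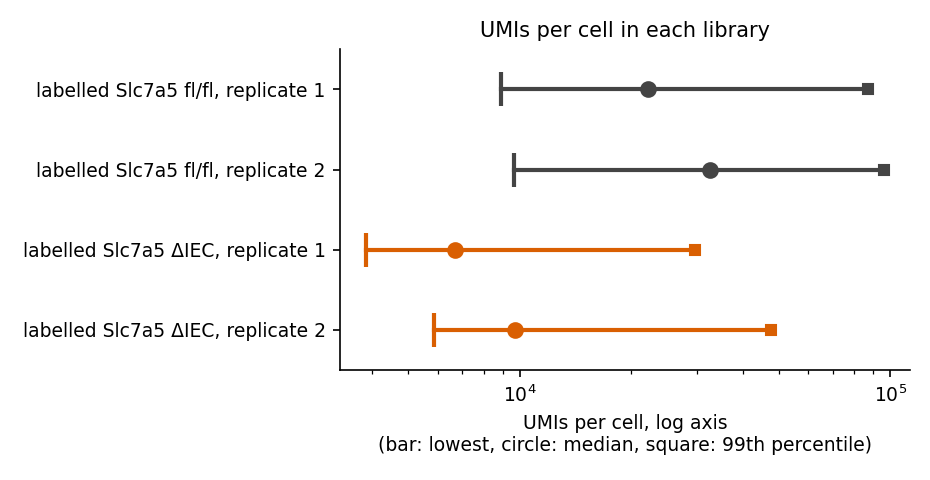
UMIs per barcode in each of the 4 libraries, on a log axis. The bar marks the lowest total, the circle the median and the square the 99th percentile of the barcodes.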

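*Slc7a5* (ENSMUSG00000040010) lies on chromosome 8 of GRCm38, from 121881150 to 121907694 on the minus strand, and its main transcript has 10 exons, the floxed exon 1 at 121907066 to 121907694 and exon 10 at 121881150 to 121883095. The 3′ kit counts transcripts near their 3′ end, so the counts do not show whether a transcript holds exon 1. Over all cells, 140 and 128 UMIs of *Slc7a5* were counted in the libraries labelled *Slc7a5* fl/fl, and 350 and 615 in those labelled *Slc7a5* ΔIEC. The scaled level was 1.54 ± 0.041 CPM (TMM-scaled, mean ± SD, n = 2) in the libraries labelled *Slc7a5* fl/fl and 3.31 ± 0.512 (n = 2) in those labelled *Slc7a5* ΔIEC, a log2 fold change of 1.11 (standard error 0.13, adjusted p = 1.05e-07 over 13574 genes in edgeR). The targeted gene was thus counted at a higher level in the libraries labelled *Slc7a5* ΔIEC. As the counts do not show exon 1, this neither contradicts those labels nor tests them, and each direction given here rests on them. By western blot and immunohistochemistry the paper reports that the SLC7A5 protein was absent from the epithelium of *Slc7a5* ΔIEC mice. Protein was not measured in these libraries. With each library left out in turn the log2 fold change lay between 0.94 and 1.2522. Among the other processing settings the largest move came from scaling by library size only, with 1.94. In single classes it was 1.56 in Paneth-like cells (standard error 0.15, adjusted p = 3.13e-08), 0.59 in goblet-like cells (standard error 0.23, adjusted p = 0.0969), −0.06 in cells like transit amplifying (TA) cells (standard error 0.32, adjusted p = 0.946) and 0.90 in enterocyte-like cells (standard error 0.44, adjusted p = 0.318), all in edgeR.

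**Figure D2:**
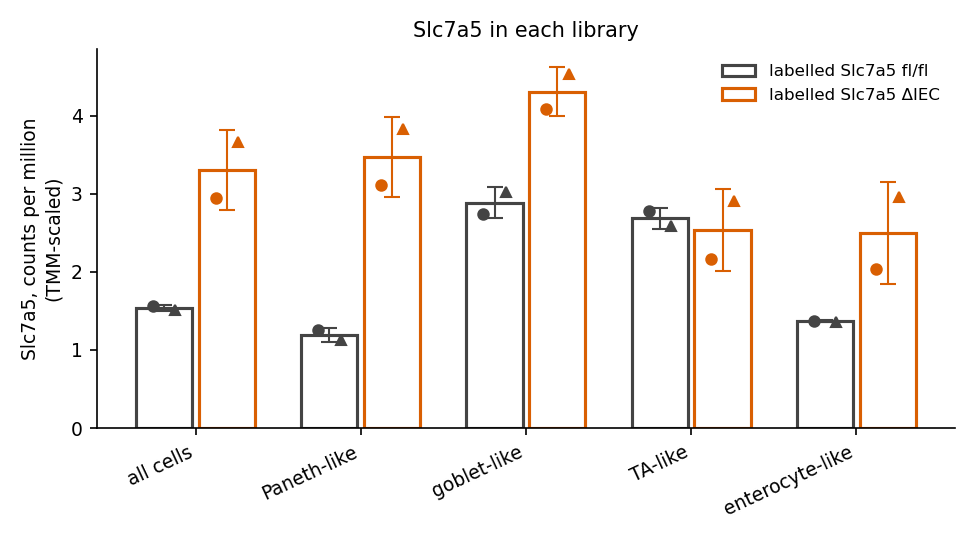
TMM-scaled CPM of *Slc7a5* in the 4 libraries (n = 2 per genotype), over all cells and in Paneth-like, goblet-like, TA-like and enterocyte-like cells. Each point is 1 library, and genotypes are those of the labels.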

To further characterize the changes among different types of crypt cells caused by *Slc7a5*^ΔIEC^, we transcriptionally profiled single cells (single cell RNA-seq or scRNA-seq) from the crypts from the small intestine of *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice. After unsupervised graph clustering, the sequenced cells were partitioned into different groups and the cell type identities of the groups were identified based on the expression of known marker genes 30 (Supplementary Fig. 2 and Supplementary Data 1). 

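All 4 libraries were clustered together on the 2000 most variable genes, with the 871 genes of the paper's Paneth cell comparison (Supplementary Data 1 and 2) left out so that they would not draw the cluster borders. This gave 16 clusters, each named from markers set in advance. Clusters named Paneth-like held 1966 and 1862 cells of the libraries labelled *Slc7a5* fl/fl and 3735 and 3600 of those labelled *Slc7a5* ΔIEC. Goblet-like clusters held 693 and 555 against 3406 and 3250 cells, TA-like clusters 562 and 456 against 1223 and 1172, and enterocyte-like clusters 352 and 290 against 718 and 715. No cluster was led by stem cell or immune markers. Among the Paneth-like clusters, the one of 3701 cells (1866, 1789, 36 and 10 in the libraries in the same order) was led by *Gm15292* and *Defa21*, the one of 4013 cells (12, 9, 2103 and 1889) by *Defa27* and *Defa28*, and the one of 3291 cells (7, 3, 1583 and 1698) by *Try5* and *Reg4*, with the stress gene *Trib3* among its 10 leading genes. A goblet-like cluster of 2883 cells was led by *Ccl9* and *Mt3* and also by the antigen presentation genes *Cd74* and *H2-Aa*, and another of 50 cells by the interferon response gene *Isg15*. Alpha-defensins are among the markers that name Paneth-like clusters, so cells that had lost them altogether would not have been named Paneth-like.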

We found 6 known cell types in the *Slc7a5*^ΔIEC^ crypts and 4 in the *Slc7a5*^fl/fl^ crypts, and another group of unknown identity in the *Slc7a5*^ΔIEC^ sample (Fig. 5A and Supplementary Fig. 2). 

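Clusters of all 6 types, Paneth-like, goblet-like, TA-like, enterocyte-like, enteroendocrine-like and tuft-like, held cells of every library. The enteroendocrine-like cluster, led by *Gip*, *Gcg* and *Pyy*, held 22 and 17 cells of the libraries labelled *Slc7a5* fl/fl and 108 and 90 of those labelled *Slc7a5* ΔIEC. The tuft-like cluster, led by *Lrmp*, *Rgs13* and *Alox5ap*, held 25 and 26 against 143 and 124 cells. Alpha-defensins took 39.01% and 43.79% of the UMIs of enteroendocrine-like cells in the libraries labelled *Slc7a5* fl/fl, against 15.88% and 21.32% in those labelled *Slc7a5* ΔIEC. For tuft-like cells these shares were 33.35% and 30.15% against 18.27% and 23.58%. Doublet calls marked 0% of either class in the libraries labelled *Slc7a5* fl/fl. Mixing with Paneth cells or their RNA was not tested, so these counts may include mixed cells. A cluster of 1388 cells stayed unnamed: it was led by *Plet1*, *Tac1* and *Tat*, held 17 of 26 goblet markers but none among its 10 leading genes, and had 13 and 11 cells in the libraries labelled *Slc7a5* fl/fl against 671 and 693 in those labelled *Slc7a5* ΔIEC.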

The two known cell types (enteroendocrine and Tuft cells) not found in the *Slc7a5*^fl/fl^ mouse crypts were likely due to fewer cells were sequenced in the *Slc7a5*^fl/fl^ sample compared to the *Slc7a5*^ΔIEC^ sample since they represented only a small fraction of the total cells (Fig. 5A). 

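As a share of all cells, enteroendocrine-like cells made up 0.606% (95% confidence interval 0.38 to 0.915, exact binomial) and 0.528% (0.308 to 0.845) of the libraries labelled *Slc7a5* fl/fl, and 1.08% (0.886 to 1.30) and 0.933% (0.751 to 1.15) of those labelled *Slc7a5* ΔIEC. Tuft-like cells made up 0.688% (0.446 to 1.01) and 0.808% (0.529 to 1.18) against 1.43% (1.21 to 1.68) and 1.29% (1.07 to 1.53). These intervals cover the counting of cells only. The shares differed by 0.439 and 0.609 percentage points between the genotype means (n = 2 each; two-sided exact permutation p = 0.333 for either, the smallest that 2 against 2 libraries allow).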

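In shares of all cells of a library (n = 2 per genotype, mean ± SD), Paneth-like cells made up 56.0 ± 2.66% in the libraries labelled *Slc7a5* fl/fl and 37.3 ± 0.004% in those labelled *Slc7a5* ΔIEC. Goblet-like cells made up 18.2 ± 1.29% and 33.9 ± 0.245%, TA-like cells 14.8 ± 0.915% and 12.2 ± 0.051%, and enterocyte-like cells 9.35 ± 0.477% and 7.30 ± 0.167%. The unnamed cluster, which carries goblet markers, made up 0.35 ± 0.011% and 6.95 ± 0.338%. In all of these classes both libraries of a genotype lay on the same side of both libraries of the other. With so few libraries the exact permutation test could not reach a p below 0.333. The shares of Paneth-like and goblet-like cells change with the lower limit on UMIs: under 1 limit of 9670 UMIs for all libraries, an alternative chosen after seeing the data, the differences between the genotype means changed from −18.7 to 6.37 percentage points for Paneth-like cells and from 15.7 to −1.43 for goblet-like cells. The libraries of the genotypes then overlapped in both classes (two-sided exact permutation p = 0.667 for either). That limit kept 88.1% and 100% of the cells of the libraries labelled *Slc7a5* fl/fl and 28.3% and 50.4% of those labelled *Slc7a5* ΔIEC. In the files as they are, 72.3% and 66.8% of the goblet-like cells of the libraries labelled *Slc7a5* fl/fl, but 3.26% and 1.93% of their Paneth-like cells, lie no more than 25% above the lower limit of their library. When libraries were thinned to the lowest 99th percentile of UMIs per cell among them and then given a common limit of 3843 UMIs, another alternative chosen after seeing the data, the differences were −36.1 percentage points for Paneth-like and 26.2 for goblet-like cells, in the direction seen with the files as they are. This matches the 99th percentile only: the median totals after thinning were 7622 and 10024 UMIs in the libraries labelled *Slc7a5* fl/fl and 6699.5 and 6055.5 in those labelled *Slc7a5* ΔIEC. For TA-like cells the difference was −2.63 percentage points, −5.79 under the common limit alone and 2.25 after thinning. Size and direction of these differences therefore depend on how depth and limits are set.

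**Figure D3:**
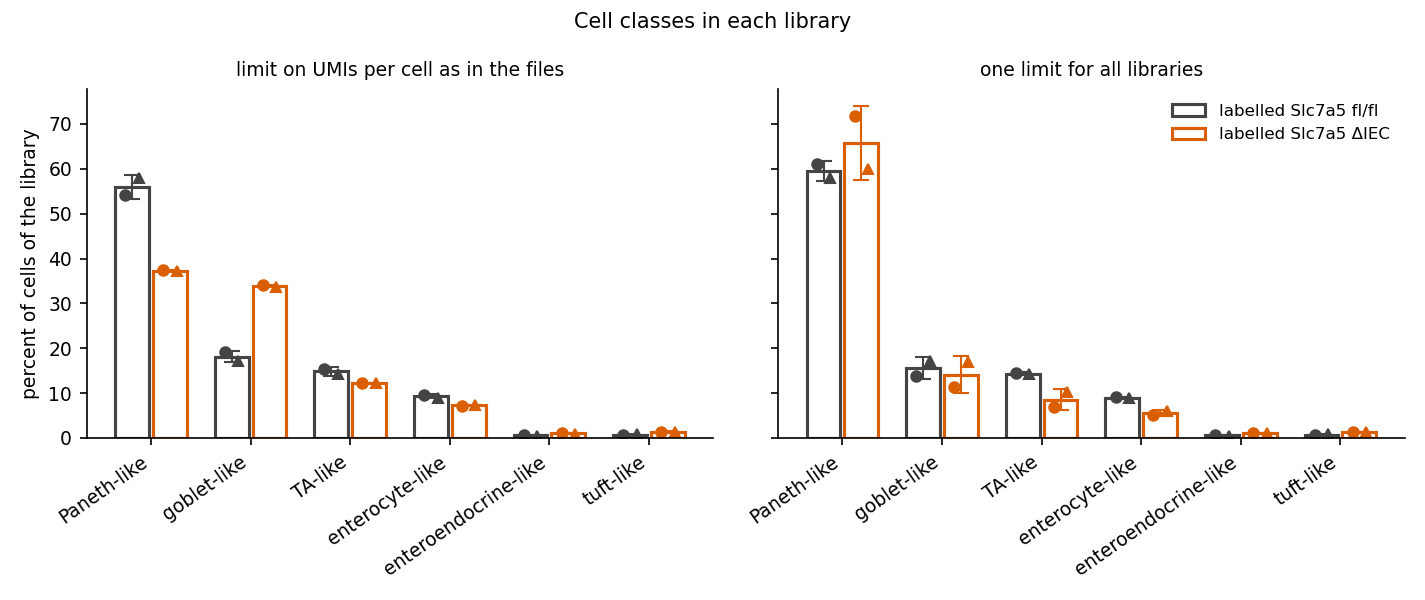
Share of cells of each class in the 4 libraries, with the lower limits on UMIs as in the files (left) and with 1 limit for all libraries, chosen after seeing the data (right). Bars are means and error bars SD (n = 2), circles replicate 1 and triangles replicate 2. Under the common limit the order of the genotypes is the other way round for Paneth-like and goblet-like cells.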

Quantification of the percentage of each cell type within the sample for each animal group showed that *Slc7a5*^ΔIEC^ led to increased goblet cell, increased proliferating cells (TA or cell cycle group), and reduced Paneth cells (Fig. 5A), all in agreement with the histology data above. In addition, the feature genes for the group of cells labeled as unclassified cells (the unknown group) were mostly mitochondria genes, which indicated that this group of cells were apoptotic cells, consistent with increased apoptosis in *Slc7a5*^ΔIEC^ intestine as shown above.

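No cluster was led by mitochondrial genes. The 10 leading genes of the unnamed cluster held 0 mitochondrial genes, and its cells had a median of 1.68% mitochondrial UMIs. The enterocyte-like cluster led by *Dmbt1* was the only one with a mitochondrial gene among its leading genes, *mt-Nd1*. Cells with more than 5% mitochondrial UMIs made up 3.66% and 3.2017% of the libraries labelled *Slc7a5* fl/fl and 3.28% and 2.75% of those labelled *Slc7a5* ΔIEC, and the highest value of any cell was 15.5% and 14.3% against 20.8% and 16.7%.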

To further analyze the scRNA-seq data, we combined all sequenced single cells from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ crypts and subjected them to unsupervised graph clustering (UMAP) with different epithelial cell types in different colors (Fig. 5B) or cells from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mouse crypts in different colors (Fig. 5C). Comparison of Fig. 5B and 5C showed that most cell types from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mouse crypts were co-localized. Indeed, when the locations of the cells of individual cell types on the UMAP were analyzed, we found that the cells from *Slc7a5*^fl/fl^ mice and *Slc7a5*^ΔIEC^ mice for most epithelial cell types were largely co-localized (Supplementary Fig. 3) with a small shift for the goblet cells and Tuft cells between the *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice (Supplementary Fig. 3D, F). However, the locations of the Paneth cells from *Slc7a5*^fl/fl^ mice were distinct from the Paneth cells from *Slc7a5*^ΔIEC^ mice (Fig. 5D). 

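To measure how far cells of the genotypes mix, the 30 nearest neighbours of each cell were taken within its class, over the principal components of all variable genes and with equal numbers of cells per library. Fully mixed cells would have about 50% of their neighbours in the other genotype. The mean over the 4 libraries was 25.0% in TA-like cells (456 cells per library), 29.4% in enterocyte-like cells (290), 5.32% in goblet-like cells (555), 46.3% in enteroendocrine-like cells (17) and 45.3% in tuft-like cells (25). With 17 or 25 cells per library, 30 neighbours cover a large part of the class and draw the value towards 50%, and with 10 neighbours the values of enteroendocrine-like and tuft-like cells were 34.1% and 36.1%. The largest move came from leaving out the genes of Supplementary Data 1 and 2, which gave 22.0% in goblet-like cells.

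**Figure D4:**
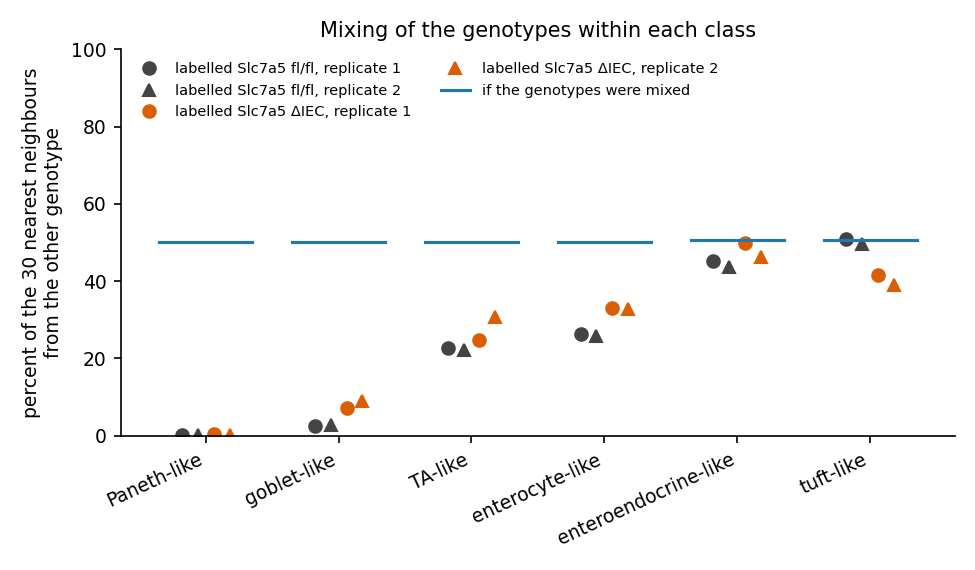
Percent of the 30 nearest neighbours that come from the other genotype, by class. Each point is 1 library (n = 2 per genotype), and the line marks the value of fully mixed cells.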

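For Paneth-like cells (1862 cells per library), 0.254% of the 30 nearest neighbours came from the other genotype (0.179% to 0.351% in single libraries). Without the genes of Supplementary Data 1 and 2 this was 1.93%, and with every cell thinned to 3843 UMIs, an alternative chosen after seeing the data, it was 1.01%.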

When we compared the gene expression profiles of Paneth cells in *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^, we found 35 feature genes upregulated in *Slc7a5*^fl/fl^ Paneth cells compared to *Slc7a5*^ΔIEC^ Paneth cells and 843 feature genes upregulated in *Slc7a5*^ΔIEC^ Paneth cells compared to *Slc7a5*^fl/fl^ Paneth cells (Supplementary Data 1, 2), with the top 20 genes for each group visualized as a heatmap in Fig. 5F. 

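On the sums of Paneth-like cells (median totals of 46590.5 and 53345 UMIs per cell in the libraries labelled *Slc7a5* fl/fl, and of 10320 and 16049 in those labelled *Slc7a5* ΔIEC), 12683 genes were tested. In edgeR, 2929 were higher and 2956 lower in the libraries labelled *Slc7a5* ΔIEC at an adjusted p below 0.05. The balance rests on the scaling: by library size only, 9898 genes were higher and 471 lower. Library size alone put the median log2 fold change of all genes tested at 0.81. Alpha-defensins took 56.5% and 59.2% of the UMIs of Paneth-like cells in the libraries labelled *Slc7a5* fl/fl and 42.7% and 46.2% in those labelled *Slc7a5* ΔIEC. Thinned to 2000 UMIs per cell, 892 and 953 genes passed, and with DESeq2 2051 and 1777. All 35 genes of Supplementary Data 1 were lower in the libraries labelled *Slc7a5* ΔIEC and past the threshold, as they were adjusted over the list alone. With scaling by library size only, 34 of them were lower, 31 past the threshold. Of 843 genes of Supplementary Data 2, 836 were found by name, 698 of them were higher (534 past the threshold, 554 adjusted over the list alone) and 138 lower (36 past the threshold). By library size only, all 836 were higher. These lists were chosen from the same cells, so their directions are not independent evidence. Among genes past the threshold with non-overlapping libraries, the largest rises by edgeR's fitted log2 fold change were those of *Try5* (5 against 7538 UMIs; 1440-fold, 95% confidence interval 617 to 4438), *Col26a1* (0 against 209, at least 66.6-fold), *Ndnf* (0 against 199, at least 63.4-fold), *Tmem114* (1 against 777; 742-fold, 133 to 29361) and *Csgalnact1* (0 against 143, at least 45.6-fold). For those with 0 UMIs only a bound is measured, which leaves their place in this order open. The largest falls by the fitted value were those of *Pilrb1* (38 against 1; 39.8-fold, 6.72 to 1612), *Dkk3* (91 against 4; 23.8-fold, 8.99 to 89.3), *Rnf183* (37 against 2; 19.4-fold, 4.99 to 166), *Gm15292* (log2 fold change −4.11, adjusted p = 5.28e-16 in edgeR) and *Gm12354* (45 against 3; 15.7-fold, 5.04 to 79.0). Among these, leaving out the second library labelled *Slc7a5* ΔIEC moved the log2 fold changes of *Pilrb1* from −5.00 to −7.18, of *Rnf183* from −4.11 to −7.14 and of *Gm12354* from −3.87 to −7.42, and leaving out the second library labelled *Slc7a5* fl/fl moved that of *Tmem114* from 9.24 to 11.61. The intervals cover counting error only. A fold after at least is set against a floor of 3 UMIs.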

Interestingly, among the top 20 genes expressed highly in *Slc7a5*^fl/fl^ mice were secretory granule genes, such as the *Defa* gene family, *Lyz* gene, and the *Gm* family gene, while those highly expressed in *Slc7a5*^ΔIEC^ mice contained many ribosomal genes, which are associated with regeneration and increased cell stemness 31-34. 

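All 40 genes of the heatmap, 20 per genotype, changed in the direction drawn there and passed the threshold in the sums of Paneth-like cells. The 21 alpha-defensin genes tested had a median log2 fold change of −1.38 (quartiles −1.89 to −1.01; camera adjusted p = 8.29e-23, fry adjusted p = 0.00728, over 8 lists). Of these, 18 were lower and 1 higher in the libraries labelled *Slc7a5* ΔIEC (19 and 1 adjusted over the list alone). By library size only the median was −0.56, with 12 lower and 3 higher past the threshold, and *Defa24* moved from −0.77 to 0.04. With doublets left out the median was −0.86, with 17 lower and 2 higher. Leaving out the first or second library labelled *Slc7a5* ΔIEC gave −1.13 or −1.67. Alpha-defensin genes are near copies of each other, so how reads divide among single members is uncertain. Of the 22 members, 12 are in Supplementary Data 1 and 3 in Supplementary Data 2. *Lyz1* (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) had a log2 fold change of −1.89 (standard error 0.18, adjusted p = 3.17e-08 in edgeR; 45603 ± 413 against 12327 ± 1902 CPM, mean ± SD, n = 2), and −1.08 by library size only. The 83 ribosomal protein genes had a median of 0.94 (quartiles 0.76 to 1.10; camera adjusted p = 1.39e-46, fry adjusted p = 0.00575), with 82 higher and 0 lower (the same adjusted over the list alone), and 1.75 by library size only. They took 4.00% and 3.83% of the UMIs of Paneth-like cells in the libraries labelled *Slc7a5* fl/fl and 13.6% and 12.7% in those labelled *Slc7a5* ΔIEC, and 81 of 86 members are in Supplementary Data 2.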

Finally, GO (Gene Ontology) analysis also showed that GO terms related to anti-microbial and immune responses were most significantly enriched among the genes expressed at higher levels in the *Slc7a5*^fl/fl^ Paneth cells than those in *Slc7a5*^ΔIEC^ Paneth cells, while GO terms related to metabolism and biosynthetic processes were most significantly enriched among the genes expressed at higher levels in the *Slc7a5*^ΔIEC^ Paneth cells than those in *Slc7a5*^fl/fl^ Paneth cells (Supplementary Fig 5 and Supplementary Data 3, 4). These again support the view that loss of SLC7A5 in intestinal epithelial cells causes dedifferentiation of the Paneth cells to gain stem cell features.

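The same lists were measured in the other classes. Median log2 fold changes of the ribosomal protein genes were 0.42 in goblet-like, 0.19 in TA-like, 0.34 in enterocyte-like, 0.35 in enteroendocrine-like and 0.37 in tuft-like cells. Those of the alpha-defensins were −0.9997, −0.19, −1.77, −2.02 and −0.84 in the same order. In the libraries labelled *Slc7a5* fl/fl, alpha-defensins took 7.12% and 7.69% of the UMIs of TA-like cells and 29.1% and 32.7% of those of enterocyte-like cells; where these transcripts come from was not tested. All these medians had a camera adjusted p below 0.05. Under fry, with its adjusted p in brackets, the calls of the alpha-defensins in goblet-like (0.0510), TA-like (0.0727) and tuft-like cells (0.117) and that of the ribosomal protein genes in tuft-like cells (0.112) did not hold. Among other lists in Paneth-like cells, enterocyte markers had a median of −1.55 (camera adjusted p = 2.40e-46, fry adjusted p = 0.00432; 20 of 20 lower, also adjusted over the list alone), goblet markers 0.17 (camera adjusted p = 0.202, fry adjusted p = 0.0343; 13 higher and 7 lower, 13 and 8 adjusted over the list alone), Paneth markers −1.51 (camera adjusted p = 8.05e-35, fry adjusted p = 0.00259; 3 higher and 22 lower, 4 and 23 adjusted over the list alone) and genes of stress during dissociation 0.23 (camera adjusted p = 0.0156, fry adjusted p = 0.00259; 5 higher and 2 lower, also adjusted over the list alone). By library size only, the numbers higher and lower were 0 and 18 (enterocyte), 22 and 1 (goblet), 7 and 18 (Paneth) and 8 and 0 (dissociation). With cells thinned to 2000 UMIs the fry adjusted p of goblet markers was 0.858. For the dissociation genes the camera adjusted p was 0.402 without doublets and 0.122 in thinned cells, with fry at 0.00144 and 0.0206. The proliferation gene *Mki67* had a log2 fold change of −1.09 (standard error 0.10, adjusted p = 2.16e-08 in edgeR), and −0.29 by library size only. The paper proposes that Paneth cells without SLC7A5 dedifferentiate and gain features of stem cells. Among its evidence are terms of antimicrobial and immune responses among the genes higher in *Slc7a5* fl/fl Paneth cells. Terms of metabolism and biosynthesis mark those higher in *Slc7a5* ΔIEC. It also draws on ribosomal and stem cell genes, on ATOH1 in counts and in situ hybridization, and on granules and rough endoplasmic reticulum in electron microscopy. In these counts Paneth granule genes fell and ribosomal protein genes rose in the libraries labelled *Slc7a5* ΔIEC, where *Slc7a5* itself was counted at a higher level. Counts of RNA do not show a cell's earlier state, so they do not tell dedifferentiation from incomplete maturation.

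**Figure D5:**
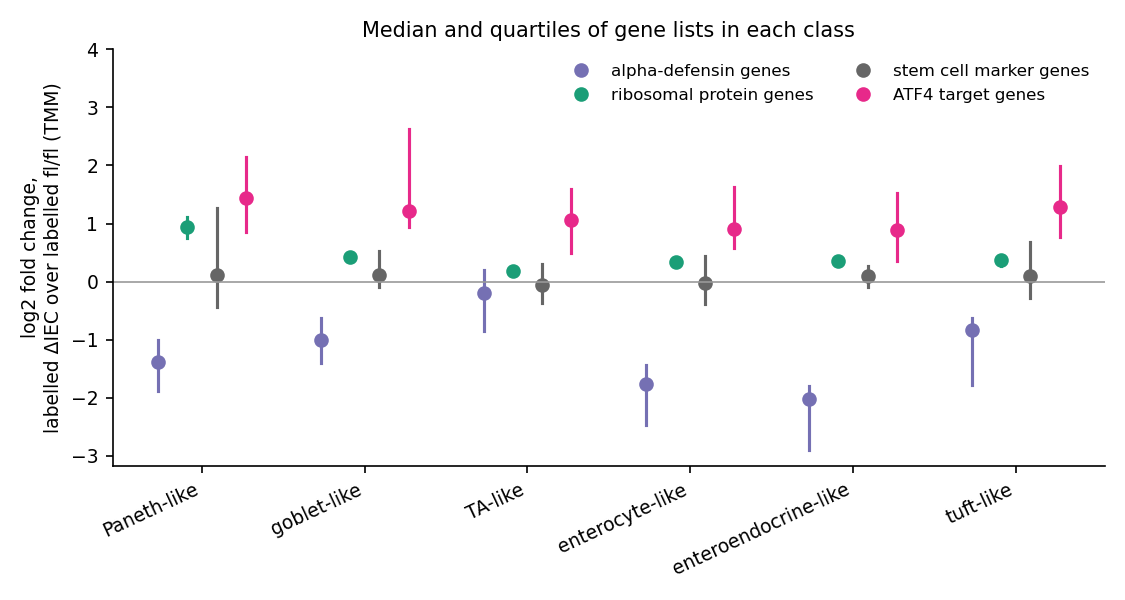
Median and quartiles of the log2 fold change (libraries labelled *Slc7a5* ΔIEC over those labelled *Slc7a5* fl/fl, TMM scaling, n = 2 per genotype) of alpha-defensin, ribosomal protein, stem cell marker and ATF4 target genes in 6 classes. ATF4 is a transcription factor of the response to a lack of amino acids, and is not specific to it. In Paneth-like cells, scaling by library size only leaves the sign of every one of these medians as it is.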

To test if the Paneth cells in the knockout mice indeed acquired or had increased stem cell features, we manually matched the 843 feature genes upregulated in *Slc7a5*^ΔIEC^ mice with Harber's stem cell marker genes 30 and identified 5 genes shared between the two (Supplementary Fig 4). In addition, we analyzed all published stem cell marker genes known to facilitate regeneration of the intestinal epithelium 35-42, and found that ATOH1 was upregulated in *Slc7a5*^ΔIEC^ Paneth cells compared to the *Slc7a5*^fl/fl^ cells (Fig. 5E). 

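Of 18 stem cell markers set in advance, 17 were tested in Paneth-like cells. Their median log2 fold change was 0.11 (quartiles −0.44 to 1.28; camera adjusted p = 0.0406, fry adjusted p = 0.0234), with 8 higher and 5 lower in the libraries labelled *Slc7a5* ΔIEC, the same when adjusted over the list alone. The camera adjusted p rose to 0.0943 with cells thinned to 2000 UMIs and fell to 0.0170 without a filter on low counts, the range over the other edgeR settings, and the median reached 0.92 by library size only. There 13 were higher and 4 lower, and with thinned cells 3 were higher and 3 lower of 13 tested. The genes below are those of the main setting. Higher were *2210407C18Rik* (2.23), *Cyp2e1* (2.40), *Tnfrsf19* (1.82), *Igfbp4* (1.79), *Rgcc* (1.28), *Prelp* (1.04), *Soat1* (0.51) and *Pdgfa* (0.33), and lower were *Olfm4* (−2.04), *Scn2b* (−1.51), *Ascl2* (−1.41), *Gkn3* (−1.33) and *Smoc2* (−0.44, but 0.37 by library size only). *Lgr5* had a log2 fold change of 0.11 (standard error 0.10, adjusted p = 0.404 in edgeR), 0.92 by library size only (adjusted p = 3.93e-12) and −0.03 with cells thinned to 2000 UMIs (adjusted p = 0.978), and *Slc12a2* 0.10 (standard error 0.07, adjusted p = 0.226) and 0.91 by library size only. Of the 18 markers, 2 are in Supplementary Data 2 and 1 in Supplementary Data 1.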

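*Atoh1* (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245) had 2259 and 2125 UMIs in the Paneth-like cells of the libraries labelled *Slc7a5* fl/fl and 2939 and 4344 in those labelled *Slc7a5* ΔIEC. Scaled, this was 30.6 ± 1.56 against 48.6 ± 0.378 CPM (mean ± SD, n = 2), a log2 fold change of 0.67 (standard error 0.07, adjusted p = 8.81e-08 in edgeR). It lay between 0.61 and 0.71 with each library left out in turn and between 0.52 and 1.47 under the other processing settings, highest by library size only. In the other classes the log2 fold change was 0.06 in goblet-like (adjusted p = 0.612), 0.30 in TA-like (adjusted p = 0.0187), 0.32 in enterocyte-like (adjusted p = 0.188), 0.15 in enteroendocrine-like (adjusted p = 0.864) and 1.13 in tuft-like cells (adjusted p = 0.0244), all in edgeR. At least 1 UMI of *Atoh1* was present in 63.9% and 65.2% of Paneth-like cells of the libraries labelled *Slc7a5* fl/fl and 50.8% and 64.1% of those labelled *Slc7a5* ΔIEC. With every cell thinned to 2000 UMIs (none left out), the shares were 5.49% (95% exact interval 4.53 to 6.59) and 4.62% (3.71 to 5.67) against 13.0% (11.9 to 14.1) and 13.5% (12.4 to 14.7). Enterocyte-like cells, which should lack *Atoh1*, were taken as background: 6.53% and 8.97% against 7.10% and 11.3% at the same depth, with medians of 12176, 13388.5, 5905.5 and 8528 UMIs per cell before thinning. They are no clean negative: doublet calls marked 6.25% and 6.21% against 22.1% and 21.3% of them. Paneth-like cells of the libraries labelled *Slc7a5* fl/fl lay below this background. Thinning to equal totals also keeps the difference in alpha-defensin share between the genotypes, so these shares can overstate the change. Goblet-like cells had 23.1% and 21.4% against 22.9% and 23.8%.

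**Figure D6:**
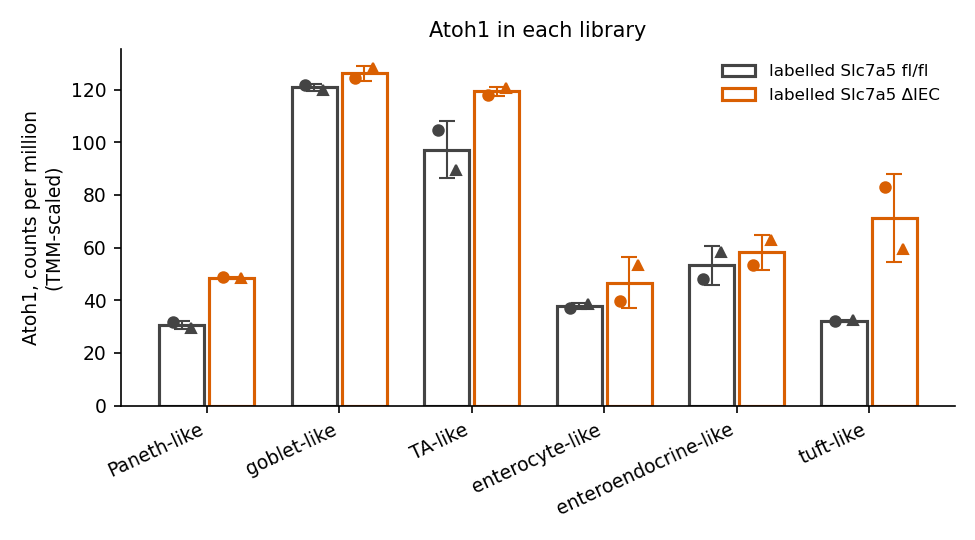
TMM-scaled CPM of *Atoh1* in 6 classes of the 4 libraries (n = 2 per genotype). Each point is 1 library. In Paneth-like cells the direction is the same under every scaling tried.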

Since ATOH1+ cells in crypts base are thought to be reserve stem cell, this observation also suggests that Paneth cells gained stem cell features, or had increased stemness, or de-differentiated in the *Slc7a5*^ΔIEC^ mice.

While scRNA-seq data showed a reduction in Paneth cells in *Slc7a5*^ΔIEC^ mice, the reduction was much less than what was observed from lysozyme-staining (Fig. 3A, B). This and the fact that Paneth cells in *Slc7a5*^ΔIEC^ mice appeared to have more stem cell features or be at least partially dedifferentiated prompted us to examine Paneth cells by electron microscopy. 

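In single libraries, Paneth-like cells were 54.1% and 57.9% of all cells in those labelled *Slc7a5* fl/fl and 37.3% in either of those labelled *Slc7a5* ΔIEC. Within Paneth-like cells, *Lyz1* took 3.598% and 3.30% of the UMIs in the libraries labelled *Slc7a5* fl/fl and 1.81% and 1.45% in those labelled *Slc7a5* ΔIEC. The share of cells and the level of lysozyme transcripts in a cell were both lower in the libraries labelled *Slc7a5* ΔIEC, with the lower limits on UMIs as in the files.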

Under an electron microscope, the cells at the bottom of the crypts in *Slc7a5*^ΔIEC^ mice were not well organized and the number of secretory granules in Paneth cells were significantly decreased in comparison to *Slc7a5*^fl/fl^ mice (Fig. 6A). In addition, the rough endoplasmic reticulum (RER), where protein synthesis takes place, was also reduced in *Slc7a5*^ΔIEC^ Paneth cells (Fig. 6A), consistent with partial dedifferentiation of Paneth cells. Quantifications based on the ratio of nuclei to cytoplasm and the presence of granules in Paneth cells showed that the number of Paneth cells were similar between *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice (Fig. 6B). These findings thus explained the apparent difference in the changes in Paneth cell number between scRNA-seq and lysozyme-staining since latter detects the presence of lysozyme in the granules. In addition, the electron microscopic analysis also showed that the crypt base stem cell numbers were similar between *Slc7a5*^ΔIEC^ mice and *Slc7a5*^fl/fl^ mice while mitotic cells at the crypt base were increased in *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice (Fig. 6C, D), consistent with histological analyses above (Fig. 2C, Supplementary Fig. 1).

To further investigate the potential dedifferentiation of the Paneth cells in *Slc7a5*^ΔIEC^ mice, we used single molecule *in situ* hybridization (smISH) and immunofluorescence to detect ATOH1, LGR5, Ki67 and lysozyme at crypt base. The smISH analysis revealed that ATOH1, whose high-level expression has been implicated to a marker for reserved stem cells 36, 37, was highly expressed in the crypt base of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice (Fig. 6E). By co-staining for LGR5, a marker for CBC stem cells, or lysozyme, a marker for mature Paneth cells, we found that ATOH1 mRNA was mostly co-expressed with lysozyme (Supplementary Fig. 6A, D) (note that the fraction of ATOH1-positive cells with lysozyme was decreased a little in *Slc7a5*^ΔIEC^ mice, likely due to reduced granules that made some Paneth cells not positive for lysozyme detection in *Slc7a5*^ΔIEC^ mice), but not with LGR5 (Fig. 6F, G). Thus, ATOH1 is largely a marker for Paneth cells at crypt base but its expression was increased in the Paneth cells in *Slc7a5*^ΔIEC^ mice, in agreement with the scRNA-seq data (Fig. 5E). In addition, co-staining for Ki67 showed that in *Slc7a5*^ΔIEC^ mice, there were proliferating cells at the crypt base with ATOH1 expression (Supplementary Fig. 6B, E), likely due to increased proliferation of some stem cells expressing both LGR5 and ATOH1 (Fig. 6F, G). Furthermore, 80% LGR5-positive cells were stained positively for Ki67, compared to 30% in *Slc7a5*^fl/fl^ mice (Supplementary Fig. 3), indicating that *Slc7a5*^ΔIEC^ increased the proliferation of CBC stem cells, consistent with the data from Ki67 staining alone (Fig. 2C).

## Discussion

Amino acids are key inputs of mTORC1 signaling and thus many studies on mTORC1 function in intestinal homeostasis have used calorie restriction as the model. However, results from different studies are sometimes inconsistent. Notably, Yousefi et al. 21 showed that calorie restriction enhanced intestinal epithelial regenerative capacity through a cell-autonomous mechanism by directly downregulating mTORC1 in reserve stem cell under basal conditions but allowing for robust mTORC1 activation in response to radiation injury to a greater extent than in *ad libitum*-fed mice. However, Igarashi et al. 19 and Yilmaz et al. 20 showed that caloric restriction mainly increased CBC stem cell pool through a non-cell-autonomous mechanism by directly downregulating mTORC1 in Paneth cells, which secrete cyclic ADP ribose to activate neighbor LGR5-positive stem cells, causing their expansion. Despite the difference, both studies suggest nutrition shortage can affect different cell types via mTORC1 signaling. In addition, it was reported that disruption of mTORC1 signaling caused a reduction in Paneth cell number and led to less regeneration capacity after radiation injury 23. These various studies suggest that alteration of mTORC1 signaling can influence epithelial cell regeneration.

The present study provides further evidence on the role of mTORC1 signaling in intestinal homeostasis by introducing a genetic model in which mTORC1 signaling is decreased via knockout of the amino acid transporter SLC7A5 in intestinal epithelial cells. We showed that loss of SLC7A5 caused Paneth cell de-differentiation, leading to disruption in secretory function through a reduction in secretory granules. The overall phenotype of *Slc7a5*^ΔIEC^ mice is similar to that of the mTORC1 intestinal epithelial cell-specific knockout mouse 23.

The mTORC1 signaling is generally associated with cell proliferation. As an activator of mTORC1 signaling through amino acid transport, SLC7A5 may be expected to be associated with cell proliferation. For example, cancer cells require a massive nutrient supply and SLC7A5, as an amino acid transporter, has been widely studied in various cancers, highlighting the importance of amino acid transport in cell proliferation and tumor growth 43-45. In addition, in KRAS-mutant colorectal cancer, *Slc7a5* disruption abrogates tumor cell growth 46. Our *Slc7a5*^ΔIEC^ mice expectedly had a reduction in mTORC1 signaling in the intestinal crypts but surprisingly led to increased proliferation of crypt base stem cells and transit amplifying cells. It is puzzling how the decrease of mTORC1 causes an overall increase in cell proliferation. Our scRNA-seq data showed that Paneth cells had increased expression of stem cell feature genes, like ATOH1 and ribosomal genes. Ribosomal genes have been widely linked to carcinogenesis and stem cells 31, 33, 34. Paneth cells have been shown to acquire a stem cell-like transcriptome post-injury and are able to regenerate the whole intestinal epithelium through activation of Notch signaling 47. ATOH1 functions as an essential downstream marker of Notch pathway 48, 49 and ATOH1+ cells can regenerate the whole intestinal epithelium after injury based on a physical lineage tracing study 37. Thus, it is possible that loss of intestinal epithelial cell SLC7A5 causes Paneth cell dedifferentiation that may eventually lead to highly proliferative stem cells and transit amplifying cells, although we did not observe a significant increase in crypt base stem cell number.

Alternatively, the reduction in mature Paneth cells and increase in goblet cells in the crypts could enhance cell proliferation indirectly. It is well known that Paneth cells can function as stem cell niche to influence stem cell identity and proliferation 19, 20, 50, 51. Thus, the dedifferentiation of Paneth cells and/or increased crypt goblet cells due to *Slc7a5*^ΔIEC^ may alter the niche and/or other secreted factors to increase the proliferation of stem cells and transit amplifying cells. It is also possible that increased cell proliferation in *Slc7a5*^ΔIEC^ mice may be secondary to epithelial damage caused by secretary cell dysfunction. Such loss of protection from AMPs and other external factors 8-10, 52 may cause intestinal inflammatory stress, which in turn leads to increased epithelial cell death. The resulting loss of epithelial cells can then generate a compensatory increase in cell proliferation to maintain intestinal homeostasis (Graphic abstract) 53-55. Clearly, further studies are needed to decipher how SLC7A5 regulates intestinal homeostasis through mTORC1 signaling. Regardless of the exact mechanism, our findings highlight an important role of amino acid transport and/or nutritional status in regulated Paneth cell function to affect intestinal homeostasis and pathogenesis.

## Materials and Methods

### Animals

*Slc7a5*^fl/fl^ mice were previously described 17. Villin-Cre (The Jackson Laboratory; stock no. 021504) mice, backcrossed to C57BL/6J mice for more than 10 generations, were bred with *Slc7a5*^fl/fl^ mice to produce *Slc7a5*^ΔIEC^ mice (Fig. 1A). *Slc7a5*^fl/fl^ mice were use as the wild type controls for *Slc7a5*^ΔIEC^ mice. The *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mice were sex- and age- matched littermates and cohoused. All mice were maintained in accordance with the NIH animal facility guidelines for laboratory animal research. All animal care and treatments were done as approved by Animal Use and Care Committee of *Eunice Kennedy Shriver* National Institute of Child Health and Human Development, National Institutes of Health.

### Measurements for small intestine, intestinal crypts, villi, and body

The body length and body weight were measured on euthanized* Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice from the tip of the mouth to the base of the tail. The length of dissected small intestine was measured from the beginning of the duodenum to the end of the ileum. The length of the villus was measured from the mouth of the crypt to the tip of the villus on H&E-stained intestinal cross-sections. For the isolation of intestinal epithelial cells, the intestine was cut into 2-5 mm segments and incubated in phosphate-buffered saline (PBS) containing 20 mM EDTA for 30 min on ice on a rocker. Epithelial cells were released by vigorous shaking or pipetting and passed through a 70 mm strainer to collect enriched crypts or all the filtrate was used to collect intestinal epithelial cells, which were then washed with cold PBS containing 0.1% bovine serum albumin (BSA).

### Mouse intestinal organoids

IntestiCult Organoid Growth Medium (mouse) (Stem Cell Technologies) was used to establish and culture mouse intestinal organoids. Briefly, the mice were killed and the whole small intestine was harvested from each mouse. The intestine was flushed gently with cold PBS. Scissors were used to make a longitudinal incision along the entire length of the intestine, and the intestine was then cut into 2-5 mm pieces. A 20-ml serological pipette was used to wash the intestinal pieces by pipetting up and down three times. The intestinal pieces were sedimented by centrifugation and re-suspended into fresh PBS. This wash procedure was repeated 15-20 times. Then, the intestinal pieces were suspended in 20 mM EDTA for 30 min on ice on a rocker before pelleting by centrifugation. They were then resuspended in 20 ml of cold PBS containing 0.1% BSA and pipetted up and down three times. The supernatant was then passed through a 70-mm strainer to collect the enriched crypts in the filtrate. This procedure was repeated 3-6 times to obtain enough crypts for organoid culture. The quality of the crypts in the suspension was assessed, and the number of crypts were counted with an inverted microscope. Crypts were then cultured in domes made with a mixture of Matrigel (Corning) and IntestiCult Organoid Growth Medium (1:1). Fifty microliter of the mixture was pipetted into a 24-well plate. Next, the plate was incubated at 37 °C for 10 min to allow the Matrigel to solidify. Finally, 500μl complete IntestiCult Organoid Growth Medium were added to each well and the plate was then incubated at 37 ℃ and 5% CO_2_ for 7 days with the medium changed every other day. For immunoblotting assays, 10 mM BCH were incubated for three days before harvest; 20 μM rapamycin, or 10 μM MHY1485 for overnight.

### EdU staining

Proliferating cells were labeled with 5-ethynyl-2'-deoxyuridine (EdU)-incorporation. Click-iT^™^ EdU Cell Proliferation Kit for Imaging (Thermo Fisher Scientific, Alexa Fluor^™^ 594 dye) was applied following manufacturer's protocol. Briefly, for cell proliferation assay, mice were intraperitoneally injected with EdU (1 mg per mouse) two hours before killing**.** In EdU pulse-chase assay, mice were intraperitoneally injected with EdU (1 mg per mouse), and the mice were killed at 2 h, 8 h, 24 h, 48 h or 72 h, after injection. The EdU-labeled intestine was isolated for paraffin sections (5 µm) as described above. The intestinal paraffin sections were baked at 60 °C for 1 h followed by deparaffinized with xylene and rehydrated through a graded series of ethanol. Then the sections were incubated with Click-iT^®^ Plus reaction cocktail for 30 minutes at room temperature, washed once with 1 × PBST (1 × PBS and 0.05% Tween-20), mounted on glass slides with ProLong^®^ Gold Antifade Mountant with DAPI (Thermo Fisher Scientific). The fluorescent pictures for different colors and different sections were taken under the same settings and then analyzed by using ImageJ at the same setting to count the positive cells.

### Immunohistochemistry

The intestine was removed from age-matched *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ littermates, flushed with ice-cold 1xPBS buffer, and fixed in 4% formaldehyde (and if needed, stored at 4 °C), followed by embedding in paraffin and then cutting to 5 µm sections. For H&E staining, the 5 µm sections were stained with hematoxylin and eosin following manufacturer's protocol (Sigma) and analyzed under a bright field microscope. For immunofluorescent staining, four to five 5 μm paraffin sections/animal were deparaffinized in xylene and rehydrated in a series of different concentrations of ethanol. Antigen retrieval was performed by boiling in an antigen retrieval buffer (1 mM Tris, 1 mM EDTA and 0.05% Tween-20) for 3 min at 125 °C followed by washing the slides under running water and rinsing them in 1xTBS-Tween (Tris buffered saline plus 0.1% tween-20) for 5 min. After incubation in blocking buffer (10% normal goat serum in PBS) for 1 h at room temperature, the primary antibody was added, and the slides were incubated at 4 °C overnight. The slides were then washed in 1xTBS-Tween and subsequently incubated with a fluorescence-labeled secondary antibody for 1 h at room temperature, before the slides were washed three times with 1x TBS-Tween and covered with DAPI-containing mounting medium to counterstain the DNA. The fluorescent pictures for different colors and/different sections were taken under the same settings. The fluorescent pictures were analyzed by using the Image J at the same setting to count positive cell numbers. The primary antibodies used were anti-lysozyme antibody (Abcam, and Dako) and Ki67 (Cell Signaling Technology). For immunohistochemical staining, paraffin sections of the intestine were incubated with the primary antibody for 1 h at room temperature, followed by washing steps with PBS as described above for immunohistochemistry. The HRP/DAB (ABC) Detection kit (Abcam) was used to detect the signals by following the manufacturer's protocol. The brown Paneth cells in the crypt were then visually counted double-blindly.

### Apoptosis detection

Apoptosis was analyzed with terminal deoxynuclotidyltransferase-mediated dUTP nick-end labeling (TUNEL; Roche) following the manufacturer's protocol. Briefly, the TUNEL *in situ* Cell Death Detection Kit was used on 5 μm paraffin sections of the intestine. Sections were dewaxed with xylene and rehydrated with a series of different concentrations of ethanol. Antigen retrieval was performed by microwaving the sections (700W; 1.5 min) in sodium citrate buffer (pH 6.0) followed by rinsing in PBS. The sections were incubated for 30 min in 0.1 M Tris-HCL pH 7.5, containing 1.5% BSA, and 20% normal bovine serum, washed in PBS, and incubated with TUNEL reaction mixture at 37 °C for 1 h. After removing the TUNEL reaction mixture, sections were washed in PBS several times and counterstained with DAPI. The fluorescent pictures for different colors and/different sections were taken under the same settings and then analyzed by using Image J at the same setting to count the positive cell numbers.

### Alcian blue staining for goblet cells

Paraffin sections of the intestine were stained with Alcian Blue Kit (Abcam) following the manufacturer's protocol. The blue goblet cells in the crypt and villus were counted visually or analyzed by using Fiji Image J.

### *In situ* hybridization

*In situ* hybridization with RNAscope 2.5 HD Reagent Kit-Brown (322371; Advanced Cell Diagnostics, Newark, CA) or RNAscope Multiplex Fluorescent V2 Assay (323100; Advanced Cell Diagnostics, Newark, CA) was performed on 5 μm, formalin-fixed, paraffin-embedded sections according to manufacturer's instructions. The RNAscope probes used were LGR5, OLFM4, ATOH1, the negative control probe *DapB*, and the positive control probe *Ppib*. The positive signals in crypt were quantified by using Fiji Image J or Imaris.

### Western blot

Total proteins from intestinal epithelial cells or intestinal organoids were extracted with M-PER Mammalian Protein Extraction Reagent (Thermo Fisher Scientific) with proteinase inhibitor (Roche) and phosphatase inhibitor (Thermo Fisher Scientific) and then subjected to SDS-polyacrylamide gel electrophoresis, followed by transferring to polyvinylidene difluoride membranes and subsequent immunoblotting assay. Quantification was performed with Li-COR analysis system (LI-COR Bioscience). The antibodies used were anti-phospho-p70S6K1 (Cell Signaling Technology), anti-p70S6K1 (Cell Signaling Technology), anti-phospho-S6 (Cell Signaling Technology), anti-S6 (Cell Signaling Technology), anti-β-actin (Abcam).

### scRNA-seq and data analysis

The enriched intestinal crypts as isolated above were washed twice in PBS, centrifuged at 300 g for 3 min, and the epithelial cells dissociated with TrypLE express (Invitrogen) for 1 min at 37 °C. The dissociated single cells were stained with an EpCAM (Thermo Fisher Scientific), CD45 (Thermo Fisher Scientific), and propidium iodide (Thermo Fisher Scientific). The EpCAM+ CD45- live cells were sorted by flow cytometry and cells was counted. The estimated ideal number of cells were used for scRNA-seq according to manufacturer's instructions (10x Genomics kit, chromium single cell 3' reagent kits V2). Single cell sequencing was performed with Illumina HiSeq2500 sequencer at Center for Cancer Research Sequencing Facility, National Cancer Institute, National Institutes of Health. For analysis of scRNA-seq data, a total of 25,776 cells, 6559 cells from *Slc7a5*^fl/fl^ mice and 19217 cells from *Slc7a5*^ΔIEC^ mice, after filtering and removing the immune clusters, were used. 

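The barcodes number 6850 in the libraries labelled *Slc7a5* fl/fl and 19648 in those labelled *Slc7a5* ΔIEC, and all of them were used, since no cluster carried immune markers. The 99th percentile of a barcode's UMIs was 9.74 and 9.93 times the lowest total in the libraries labelled *Slc7a5* fl/fl, and 7.73 and 8.14 times in those labelled *Slc7a5* ΔIEC.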

10x Genomics Cell Ranger software (version 3.1.0) was used for single cell demultiplexing, alignment, filtering, barcode counting, and UMI counting. Then the counting outputs were processed with Seurat package (v3.2.3) under R (version 4.0.3) following the standard workflow (https://satijalab.org/seurat/articles/pbmc3k_tutorial.html). Cell type identity was assigned to cell clusters based on feature genes of intestinal epithelial cells subtypes 30. To compare intestinal epithelial cell subtypes between *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mice, the counting data of both *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mouse samples were aggregated as one with 10x Genomics Cell Ranger software and processed with R Seurat package and the same workflow as above. After assigning cell types to clustered cells, differentially-expressed genes between different clusters were identified with FindMarkers function in R Seurat package with setting: only.pos=True, min.pct=0.25, and logfc.threshold=0.25.

### Electronic microscopy

Mice were transcardially perfused fixed with 4% PFA with 2.5% glutaraldehyde, made in PBS buffer, pH 7.4. Small intestines were removed and left to post-fix overnight in the same fixative at 4 °C. All tissue samples were then rinsed in 0.1M sodium cacodylate buffer. The following processing steps were carried out using the variable wattage Pelco BioWave Pro microwave oven (Ted Pella, Inc., Redding, CA.): post-fixed in 1% osmium tetroxide made in 0.1 M sodium cacodylate buffer, rinsed in double distilled water (DDW), 2% (aq.) uranyl acetate enhancement, DDW rinse, ethanol dehydration series up to 100% ethanol and propylene oxide, followed by a Embed-812 resin (Electron Microscopy Sciences, Hatfield, PA.) infiltration series up to 100% resin. The epoxy resin was polymerized for 20 h in an oven set at 60 °C. Ultra-thin sections were cut on a Leica EM-UC7 Ultramicrotome (90 nm). Thin sections were picked up and placed on 200 mesh cooper grids and post-stained with uranyl acetate and lead citrate. Imaging was accomplished using a JEOL-1400 Transmission Electron Microscope operating at 80kV and an AMT BioSprint-29 camera.

### Statistical analysis

Representative images of at least two independent experiments with each having at least three mice for each sample group were shown. All statistical analyses and graphs were performed/generated by using GraphPad Prism version 8.0 (GraphPad Software, La Jolla, CA). Student's t test was used to examine the differences between groups and a P < 0.05 was considered statistically significant. In the analysis of histology, multiple sections from each animal were used and 10 to 45 sections in total were analyzed for each group. All data were expressed as mean ± SD.

## Supplementary Material

Supplementary figures.

Supplementary tables.

## Figures and Tables

**Figure 1:**
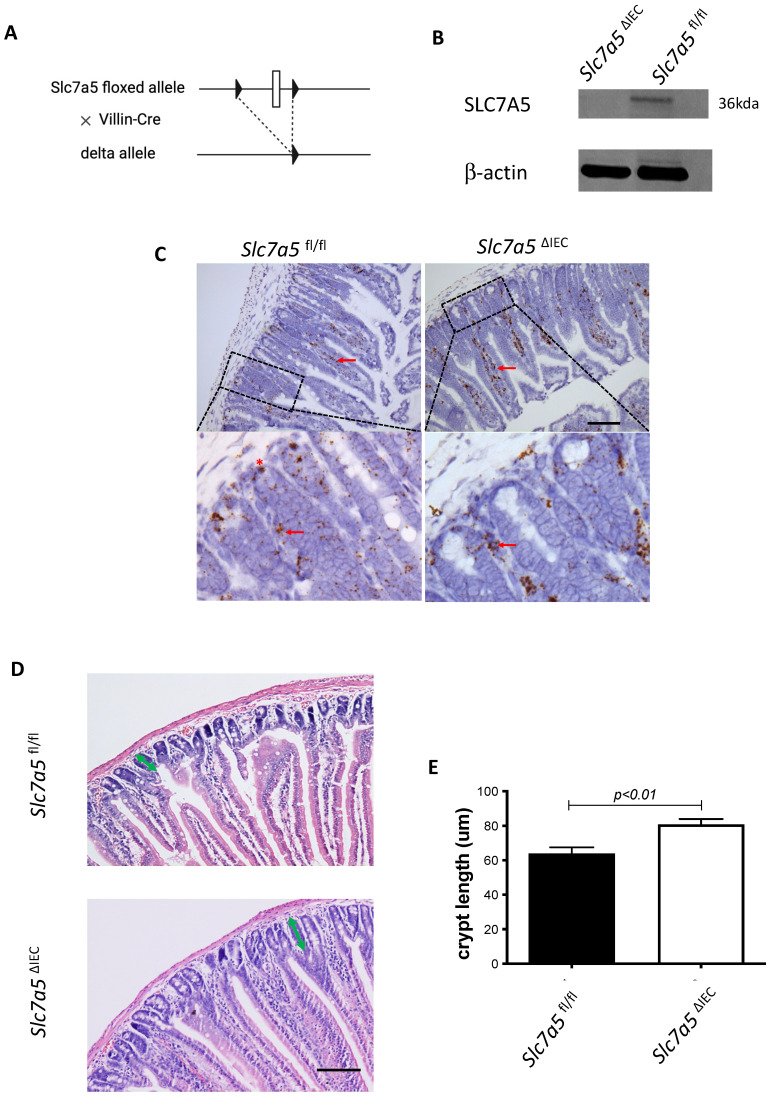
** Intestinal epithelial cell specific knockout of SLC7A5 leads to more elongated crypts in the small intestine. A**. Schematic diagram of the *Slc7a5*-floxed locus in *Slc7a5*^fl/fl^ mice 17 used to generate *Slc7a5*^ΔIEC^ mice. Two loxP sites (black triangle) flanked *Slc7a5* exon 1. When *Slc7a5*^fl/fl^ mice are crossed with mice containing Cre under the control of the epithelial specific villin promoter (Villin-Cre), the exon flanked by the two loxP sites is removed to generate the deleted allele. **B**. *Slc7a5*^ΔIEC^ mice have little or no detectable SLC7A5 protein in the intestinal epithelium. Intestinal epithelium was isolated from *Slc7a5*^ΔIEC^ and *Slc7a5*^fl/fl^ mice and its proteins were subjected to western blot analysis for *SLC7A5* expression, with β-actin as a loading control. **C**. SLC7A5 is expressed in both epithelium (red asterisk) and submucosal area (red arrows) and *Slc7a5*^ΔIEC^ eliminates its epithelial expression. Intestinal cross-sections were subjected to immunohistochemical analysis for SLC7A5 expression. Note that *Slc7a5*^ΔIEC^ reduced/abolished SLC7A5 in the crypt epithelium but not in the submucosal area, e.g., immune cells (red arrows). Scale bars, 100μm. **D-E**. *Slc7a5*^ΔIEC^ mice have longer crypts in the small intestine. H&E staining of intestine from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice **D**. showing longer crypts (green double headed arrows). The crypt lengths were measured (n=5) and shown as mean ± SD (E).

**Figure 2:**
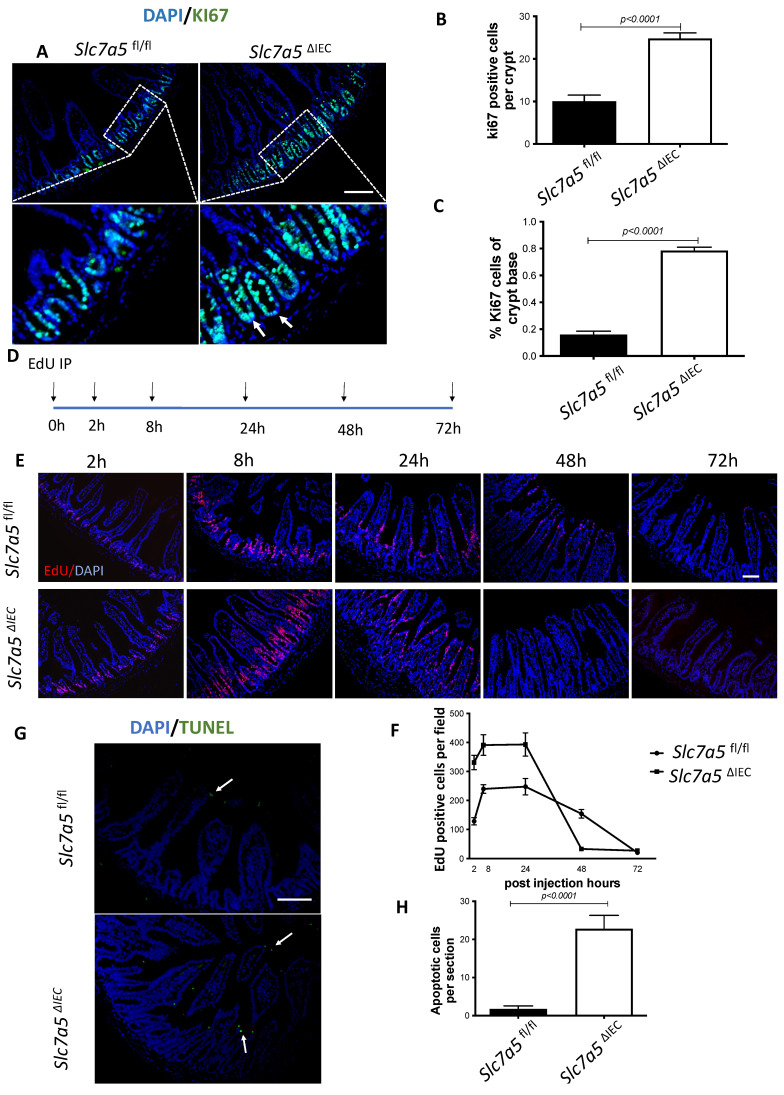
***Slc7a5*^ΔIEC^ mice have faster epithelial cell turnover, with increased cell proliferation and epithelial cell death. A-C**. Cross-sections of the small intestine were labeled with DAPI (blue) for DNA and anti-Ki67 antibody (green) for proliferating cells (**A**), showing more cell proliferation in the crypt of *Slc7a5*^ΔIEC^ mice. The proliferating cells in the crypt (**B**) or at crypt base (**C**) were quantified, revealing that *Slc7a5*^ΔIEC^ mice had increased Ki67 staining in both transit amplifying (TA) cell zone and crypt base, where crypt base stem cells and Paneth cells are located, respectively. Scale bars, 100μm. **D**. Schematic diagram of EdU time course experiment. EdU was injected at 0 hr and the intestine was isolated at indicated time points (arrows) for analysis **E**. EdU staining of small intestine from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice at 2 h, 8 h, 24 h, 48 h and 72 h after Edu injection. Note that compared to *Slc7a5*^fl/fl^ mice, *Slc7a5*^ΔIEC^ mice had increased EdU-labeling in the crypts at 2-8 h, indicative of increased cell proliferation. The EdU-labeling reached plateau after 8 h, suggesting that the unincorporated EdU had been metabolized. The EdU-labeled cells in *Slc7a5*^ΔIEC^ intestine, however, had faster migration, with many of them differentiated and migrated into the villi by 8 h. Scale bars, 100μm. **F**. Quantification of EdU-labeled cells from intestinal cross-sections as shown in E. Note that *Slc7a5*^ΔIEC^ mice had increased cell proliferation (2-8 h) and faster turnover rate, with essentially all EdU-labeled cells eliminated by 48 h. G-H. TUNEL assay showing increased apoptotic cells in small intestine of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice (**G**), with the quantification shown mean ± SD (**H**). Scale bars, 100μm.

**Figure 3:**
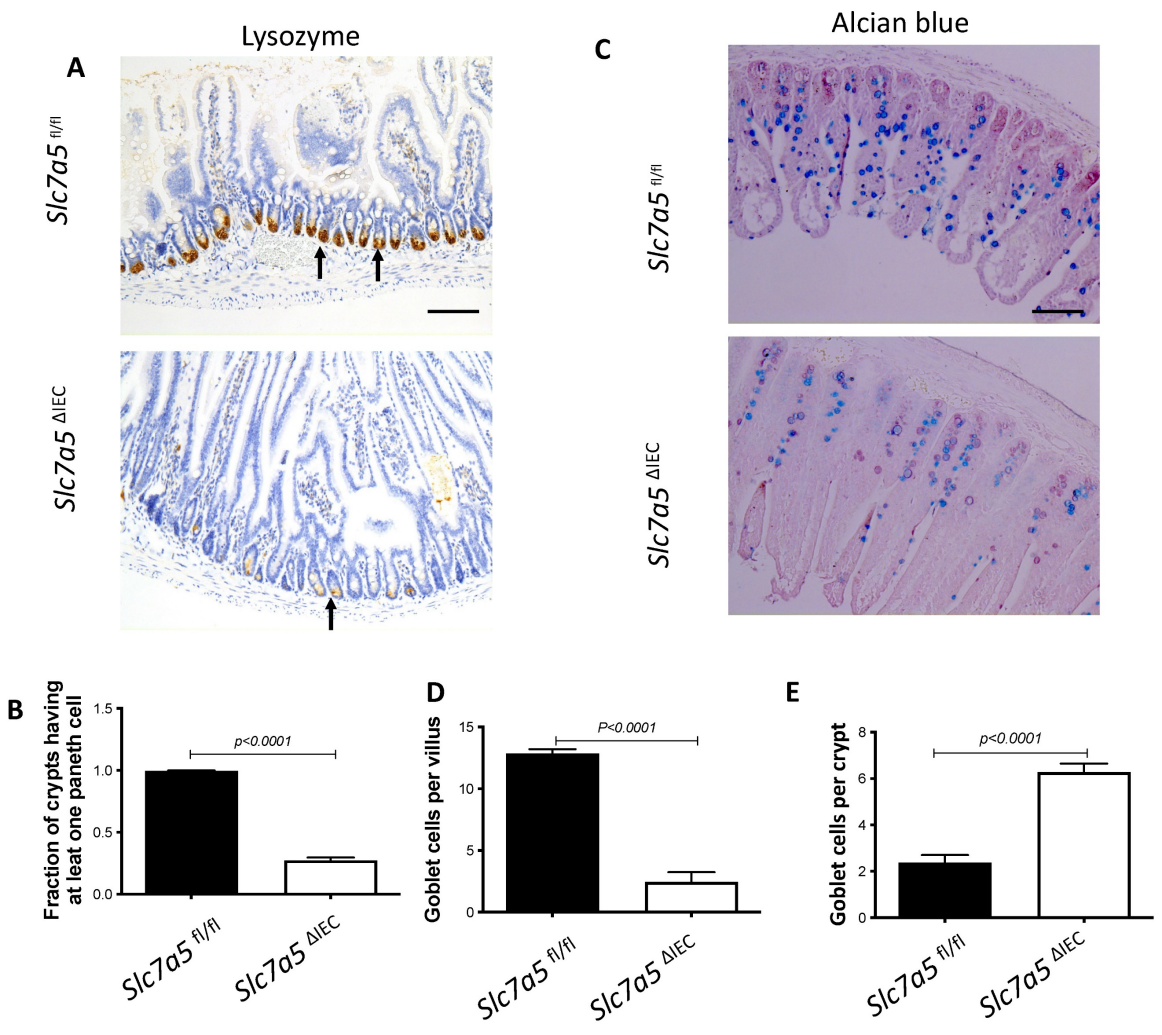
***Slc7a5*^ΔIEC^ causes defects in secretory cell lineages**. **A-B**. Much fewer cells were stained with anti-lysozyme antibody for Paneth cells in small intestine sections of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice (A) with quantification of the number of lysozyme-positive Paneth cells/crypt shown in (**B**). Scale bars, 100μm. C-E. Alcian blue stained goblet cells (**C**) were reduced in villi (**D**) but increased in crypts (**E**) of small intestine of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice. Scale bars, 100μm. Quantifications were shown as mean ± SD.

**Figure 4:**
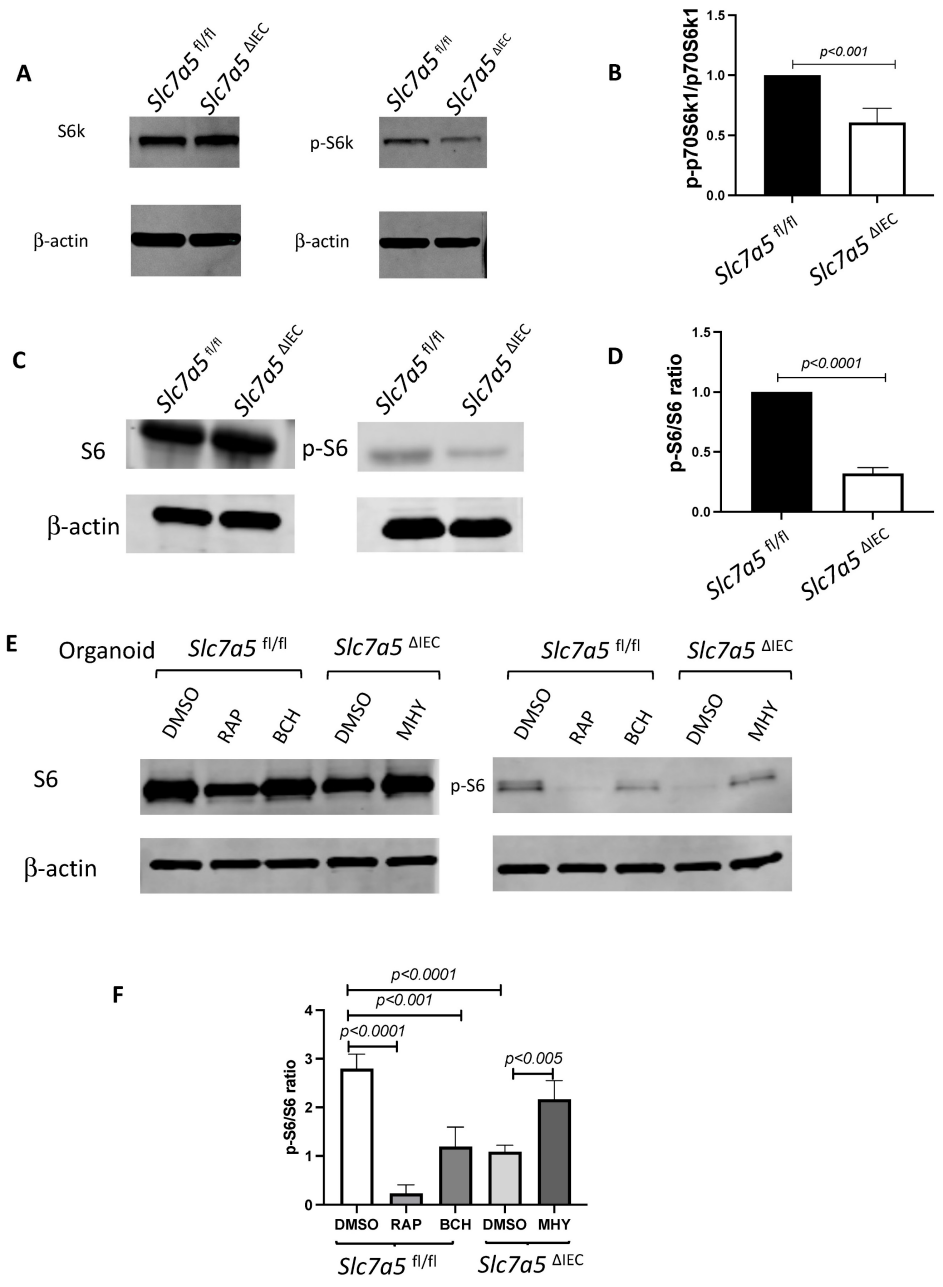
***Slc7a5*^ΔIEC^ leads to reduced mTORC1 signaling in intestinal epithelium**. **A/C**. Western blot analysis of total S6k (**A**) and S6 (**C**), downstream effectors of mTORC1 signaling, and phosphorylated S6k (p-S6k) (**A**) and phosphorylated S6 (p-S6) in intestinal epithelium; β-actin was used as a loading control. B/D. Quantification of the levels of P-S6k (**B**) and P-S6 (**D**), measures of mTORC1 signaling, from 5 (**B**) or 2 (**D**) independent experiments, revealed reduced mTORC1 signaling due to *Slc7a5*^ΔIEC^. **E-F**. *Slc7a5*^ΔIEC^ also reduces mTORC1 signaling in intestinal epithelial organoids *in vitro*. Small intestinal crypts from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice were cultured as organoids for totally 7 days. Some organoids were treated with BCH (10 mM) starting on day 4 for 3 days while some others were treated with rapamycin (20 μM) or MHY1485 (10 μM) on day 6 for one day, as indicated. On day 7, the organoids were isolated for western blot analysis for indicated proteins (**E**). The signals from the blots were quantified (**F**). Note the reduced p-S6 in *Slc7a5*^ΔIEC^ organoids compared to *Slc7a5*^fl/fl^ mouse organoids. As expected, treatment with MHY1485, an mTORC1 activator, increased p-S6 in *Slc7a5*^ΔIEC^ organoids while both and rapamycin, an mTORC1 inhibitor, and BCH, an SLC7A5 inhibitor, reduced p-S6 in *Slc7a5*^fl/fl^ mouse organoids, resembling *Slc7a5*^ΔIEC^ mice.

**Figure 5:**
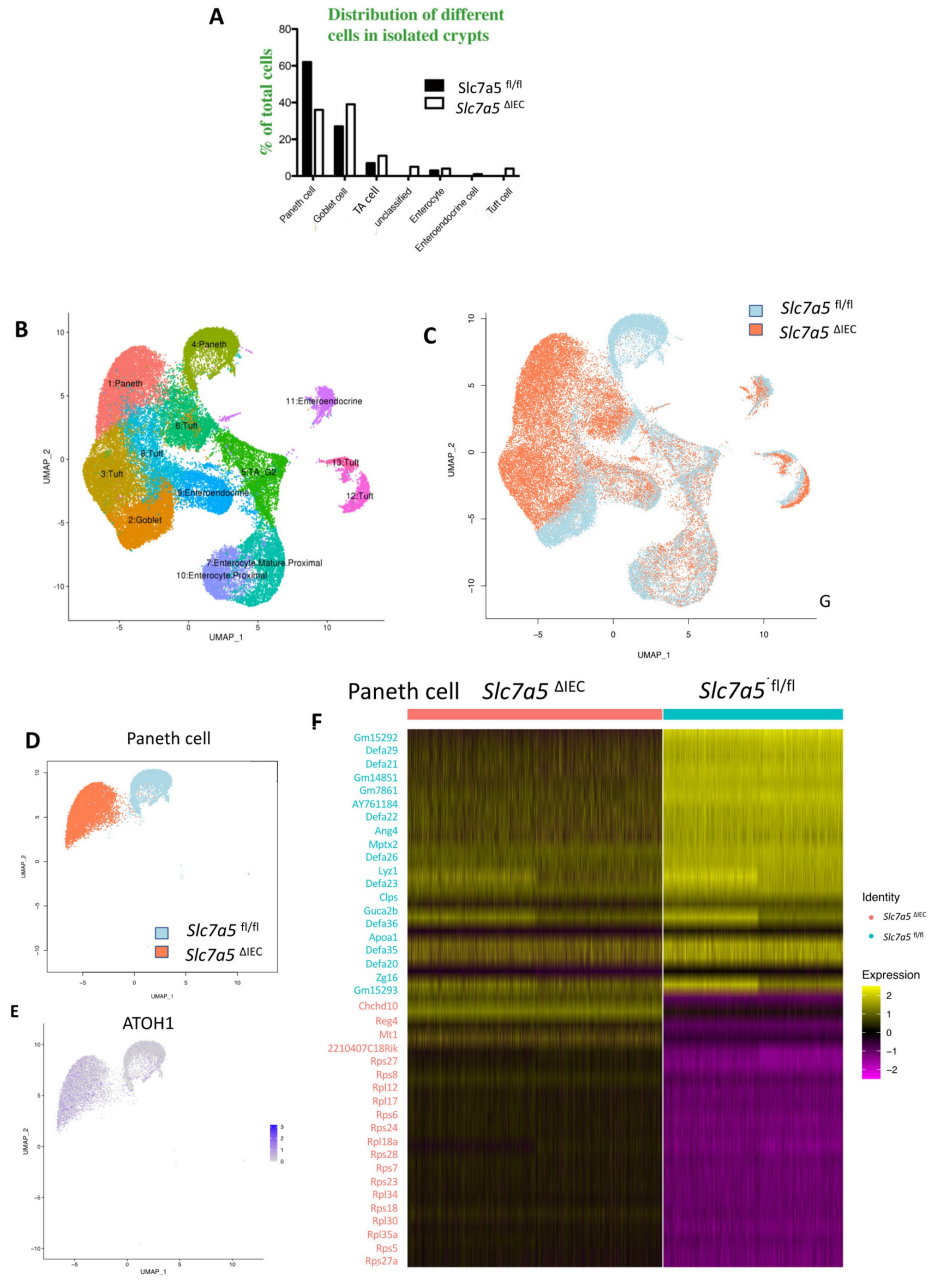
** ScRNA-seq analysis of isolated small intestinal crypts reveals that *Slc7a5*^ΔIEC^ leads to expression of stem cell feature genes in Paneth cells. A**. Percent distribution of small intestinal crypt cells among different cell types after from scRNA-seq. Epithelial cells from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice were clustered based on t-SNE plot of single cell RNA-seq data as shown Supplementary Fig. 2 and quantified as % of total cells sequenced for each animal type. **B**. Uniform manifold approximation and projection map (UMAP) showing different intestinal epithelial cell types (clusters) in different colors. All cells with scRNA-seq data from both *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice were combined together and subjected to the analysis to show the distribution and location of different types of intestinal epithelial cells in different colors**. C**. The same as in B except the use of blue and orange colors for cells from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice, respectively. Note that most cells from the *Slc7a5*^fl/fl^ mice and *Slc7a5*^ΔIEC^ mice colocalized on the map. **D**. The view of the regions of the UMAP for Paneth cells from *Slc7a5*^fl/fl^ mice (blue dots) and *Slc7a5*^ΔIEC^ (orange dots) mice. Note that the distinct locations of the Paneth cells from *Slc7a5*^fl/fl^ mice and *Slc7a5*^ΔIEC^ mice suggests significant changes in gene expression patterns between them despite both having Paneth cell gene expression signatures. Similar views for other individual cell types (clusters) from *Slc7a5*^fl/fl^ mice and *Slc7a5*^ΔIEC^ mice are shown as Supplementary Fig. 3. **E**. The expression level of ATOH1 in Paneth cells as obtained from scRNA-seq was mapped on to the UMAP, showing higher levels in *Slc7a5*^ΔIEC^ mice than that in *Slc7a5*^fl/fl^ mice. F. Heatmap showing the relative expression levels of indicated genes in individual Paneth cells from *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice. The genes shown here were features genes distinct for the Paneth cells from *Slc7a5*^fl/fl^ mice and *Slc7a5*^ΔIEC^ mice, with the top 20 for *Slc7a5*^fl/fl^ and bottom 20 for *Slc7a5*^ΔIEC^ Paneth cells.

**Figure 6:**
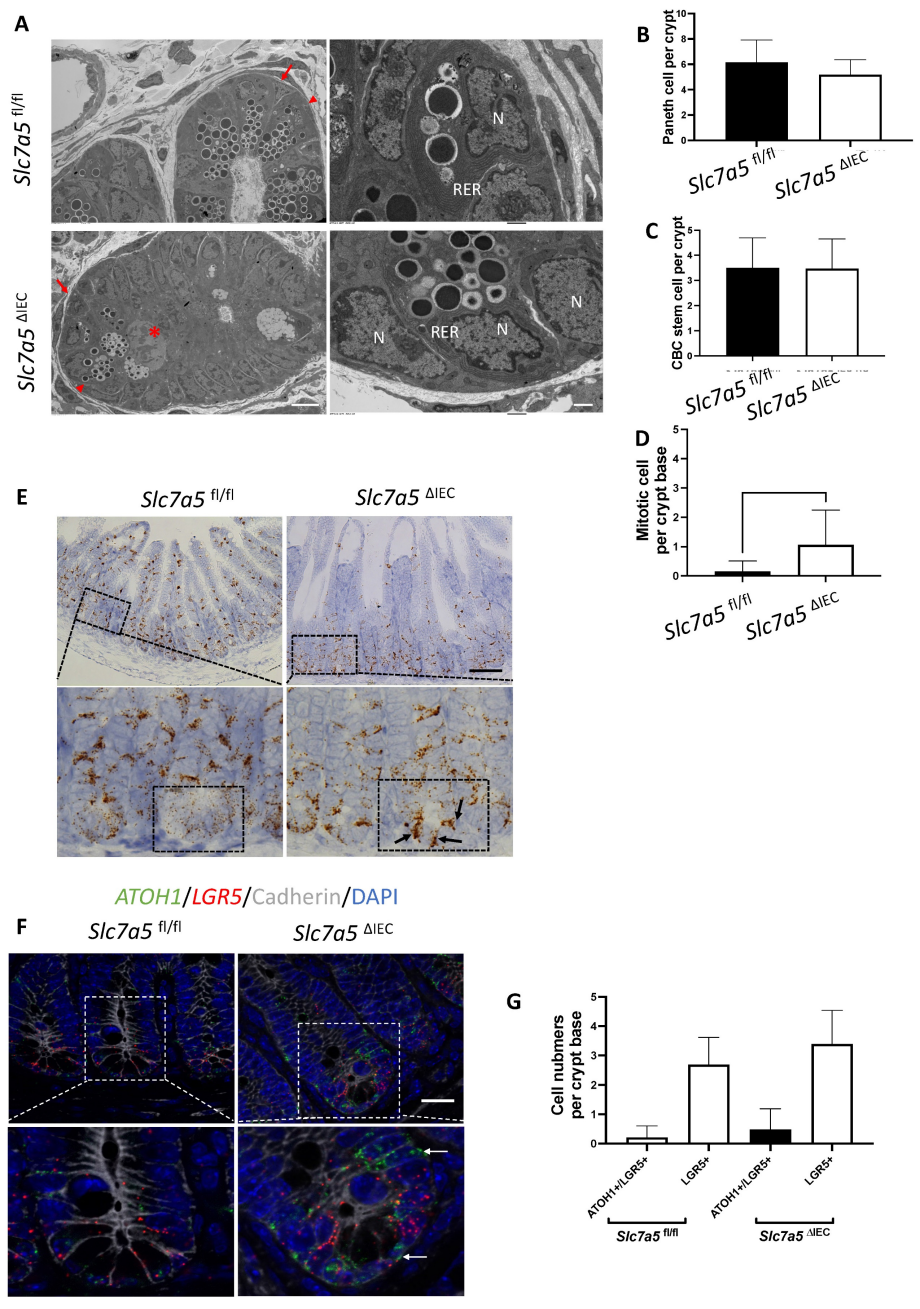
***Slc7a5*^ΔIEC^ secretory granules in Paneth cells and increases crypt base stem cell mitotic activity. A**. Electronic microscopic images of Paneth cells in the small intestine of *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice. Left panel: Scale bars, 6μm. Note that crypt base in *Slc7a5*^ΔIEC^ mice was disorganized, had Paneth cells (red arrowhead) with reduced secretory granules, more mitotic cells (red asterisk). Right panel: Scale bars, 1μm. Note that Paneth cells in *Slc7a5*^ΔIEC^ mice had reduced rough endoplasmic reticulum (right panel). N, nuclei; RER, rough endoplasmic reticulum. Red arrow, stem cells. **B**. Paneth cell numbers were similar between *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice as quantified based on nucleus size and the present of secretory granules in Paneth cells on EM images. **C**. Crypt base stem cell numbers were similar between *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice as quantified based on nucleus size and RER structure of cells on EM images. **D**. Crypt base mitotic cells increased in *Slc7a5*^ΔIEC^ mice as quantified on EM images. **E**. ATOH1 expression was higher in the crypt base of *Slc7a5*^ΔIEC^ mice compared to *Slc7a5*^fl/fl^ mice as detected by single molecule in situ hybridization. The region with a dashed box in each lower panel represents a crypt base, showing increased ATOH1 expression in the *Slc7a5*^ΔIEC^ mice. Scale bars, 100μm. **F**. Co-expression of ATOH1 and LGR5 in some crypt base stem cells in *Slc7a5*^fl/fl^ and *Slc7a5*^ΔIEC^ mice. Single molecule in situ hybridization were performed with a mixture of probes for ATOH1 (green), LGR5 (red), and cadherin (gray) on intestinal cross-sections and the DNA was stained blue. The boxed regions in the top panel were enlarged in the bottom panel. Scale bars, 50μm. White arrow, ATOH1+ cells. **G**. LGR5 and ATOH1 were not co-expressed in most cells. A cell was considered to be positive for an mRNA if at least 5 dots (single molecular hybridization signal) for the mRNA was present in a cell. Results were shown as mean ± SD.

How the deposited data were processed for this re-analysis (not part of the article)

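The authors deposited raw UMI counts for each of the 4 libraries: a matrix of genes by cell barcodes after cell calling, with 27998 genes per library. The counts were used as they are, and every value in them is a whole number. At most 132 barcodes were shared by any 2 libraries. The genome build behind the counts is not given with them. Gene positions are those of GENCODE M21 (GRCm38), joined by gene ID.

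Cells with at least 200 genes were kept, which left out none of the 26498. Doublets were kept, and as an alternative the cells nearest to simulated doublets (30 neighbours) were left out at 0.8% per 1000 cells of the library. The limit of 25% mitochondrial UMIs, another alternative, left out no cell. For clustering, counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were taken among genes outside Supplementary Data 1 and 2 (871 genes left out). Then followed 30 principal components, 20 nearest neighbours with shared-neighbour weights, and Leiden clusters at resolution 1 with seed 0, without integration of the libraries.

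A marker counted for a cluster when at least 25% of its cells had a UMI and its mean was at least 1.5 times that in the other clusters (pseudocount 0.1). A cluster was named for the class with most markers among its 10 leading genes (ties by the share of the class's markers that counted), if at least 3 of that class's markers counted. Otherwise it took the class with the highest share of markers that counted, if these were at least 3 and at least 25% of the class's markers; the cluster of 50 goblet-like cells led by *Isg15* was named in this way. It stayed unnamed if neither held, if another class had more markers among the 10 leading genes than its own, or if it had no marker among them and its cells' median UMIs, relative to the median of their library, were under 1/3. It would have been named high in mitochondrial genes if more than 5 of the 10 were mitochondrial. The markers, the gene lists, the tests of the main comparisons and the first set of alternatives were fixed before the data were examined. The rule that turns markers into names was set afterwards, as were the tests and alternatives described as chosen later. That rule keeps the cluster of 1388 cells out of the goblet-like class, as the enteroendocrine marker *Tac1* is among its 10 leading genes and no goblet marker is: with that cluster, goblet-like cells would make up 19.4% and 17.6% of the libraries labelled *Slc7a5* fl/fl and 40.8% and 40.9% of those labelled *Slc7a5* ΔIEC.

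Shares were compared with a two-sided exact permutation test over the libraries (smallest p 0.333), and intervals of shares are exact binomial (Clopper-Pearson, 95%). Sums per library and class were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM, filterByExpr) and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic. Lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over the 8 lists of a class (3 for the comparison of classes); these adjusted p values were added after the unadjusted ones had been seen. For the change in Paneth-like against that in goblet-like cells, both sums of each library went into 1 model with library as a block. Nearest neighbours were compared by value only.

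The alternatives were scaling by library size only, TMM without granule and ribosomal genes, at least 10 counts in every library, no filter on low counts, the replicate number as a block, Paneth-like cells from a clustering on all variable genes or within each genotype, doublets left out, cells thinned to 2000 UMIs, DESeq2 1.42.0, and each library left out in turn (value only). For shares they were all variable genes, clustering within each genotype, resolution 0.5 and 2, the mitochondrial limit and doublets left out. For neighbours they were 10 neighbours and the genes outside Supplementary Data 1 and 2. Chosen after seeing the data were 1 lower UMI limit for all libraries, libraries thinned to the lowest of their 99th percentiles of UMIs per cell before such a limit (medians stay unequal), neighbours of cells thinned to 3843 UMIs, and per-cell means with the thresholds that the paper gives for FindMarkers.

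The gene lists were alpha-defensins, ribosomal proteins, stem cell markers, ATF4 targets, goblet, enterocyte and Paneth markers, genes of stress during dissociation, and *Xist* with 4 Y-linked genes. The ATF4 and dissociation lists come from general knowledge. Genes named in the text are those the paper names in its single cell section or heatmap, the 5 largest rises and 5 largest falls among genes past the threshold whose libraries do not overlap, the sex genes, and members of the lists. For calls of sex, each cell was thinned to 3500 UMIs; a cell with at least 3 *Xist* UMIs and no Y-linked UMI was called female, and one with at least 1 Y-linked UMI and no *Xist* UMI male. In counts simulated at a dispersion of 0.01 with 200 changed genes, edgeR on Paneth-like sums recovered 95% at 5.47% false calls, DESeq2 recovered 80%, and the model of Paneth-like against goblet-like cells recovered 48.5%. The changed genes rose and fell in equal number, without a shift in composition such as that of the alpha-defensins. The dispersion was also above the 0.00306 of the real sums. These rates therefore do not test the scaling and do not carry over to the real calls. A simulated list of raised genes had a median of 0.97 and a list of unchanged genes 0.01.

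The work used R 4.3.3, Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Enrichment of Gene Ontology terms was not computed, as no ontology was at hand. The supplementary figures were not used here.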

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

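The checks below for a different mix of male and female cells, for a single pool of mice, for UMIs per cell of the ATF4 and ribosomal lists, for free RNA in the comparisons with goblet-like cells, for scaling, and all those on *Slc7a5* were chosen after the result was seen.

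*Slc7a5* was counted at a higher level in the libraries labelled *Slc7a5* ΔIEC, with a log2 fold change of 1.11 over all cells. The paper does not report the gene's own counts, but reports its protein as absent from the epithelium of *Slc7a5* ΔIEC mice. Exchanged labels are argued against by *Lyz1*, which changed by −1.89 in Paneth-like cells, the direction of the paper's lysozyme staining, on which this argument rests. With library size only, the gene lay 1.12 (1.1169) above the median of all genes. A factor per library moves all genes alike, so scaling leaves this difference nearly as it is. The value shows a rise relative to the median gene and cannot test the scaling. Transcripts without exon 1 that are still counted at their 3′ end are a possible explanation, but the counts do not say which exon a UMI came from, and the 1.56 in Paneth-like cells does not settle it. A rise of *Slc7a5* as part of the ATF4 response is another candidate explanation. In TA-like cells, where ATF4 targets rise, *Slc7a5* changed by −0.06 with a wide standard error, so this stays open as well.

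ATF4 target genes, outside what the paper discusses, were higher in Paneth-like cells of the libraries labelled *Slc7a5* ΔIEC: the median of 49 genes was 1.44 (quartiles 0.86 to 2.15; camera adjusted p = 8.42e-99, fry adjusted p = 0.00259), with 48 higher and 0 lower (the same adjusted over the list alone). Of the 49, 24 are in Supplementary Data 2. *Trib3* (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) rose by 6.62, *Chac1* by 3.67, *Ddit3* by 3.54, *Asns* by 1.44 and *Slc3a2*, the partner of SLC7A5, by 0.94 (adjusted p from 4.17e-19 to 3.98e-10 in edgeR). The list was also higher in goblet-like (1.22), TA-like (1.06), enterocyte-like (0.90), enteroendocrine-like (0.90) and tuft-like cells (1.28), and over all cells (1.34). The lowest median of the list over that of all genes under another scaling was 1.44 (1.4414). Scaling leaves that difference nearly as it is, so the value shows a rise relative to the median gene and cannot test the scaling. A difference in UMIs per cell is argued against by 1.31 with cells thinned to 2000 UMIs. A different mix of sexes is argued against by 1.19 among Paneth-like cells with Y-linked transcripts. In goblet-like cells of the libraries labelled *Slc7a5* ΔIEC, ATF4 targets stood at no less than 154% of their level in Paneth-like cells (153.61), which free RNA from Paneth-like cells does not give. Stress during dissociation stays open: in Paneth-like cells the immediate early and heat shock genes had a median of 0.23 (camera adjusted p = 0.0156), with 5 higher and 2 lower, and in goblet-like cells one of −0.16 (camera adjusted p = 0.774). In Paneth-like cells the camera call was lost without doublets (adjusted p = 0.402) and with thinned cells (adjusted p = 0.122). By library size only 8 of these genes were higher and 0 lower. A response to a lack of amino acids in cells that lack the transporter, as the labels state, is a biological explanation that the design offers. It may be the cause, and it was not tested: amino acid levels and ATF4 protein were not measured in these libraries. ATF4 targets are not specific to a lack of amino acids, and other cell stresses were not told apart from it.

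Ribosomal protein genes rose more in Paneth-like than in goblet-like cells, a difference between classes that the paper does not describe: the median of the difference was 0.52 (camera adjusted p = 3.44e-117, fry adjusted p = 0.0131, over 3 lists), with 83 of 83 genes higher. Scaling by library size only moves the median of all genes in this comparison to 0.71. The ribosomal genes then lay 0.53 (0.5317) above that median (quartiles 0.42 to 0.67), with their call kept. Scaling leaves that difference nearly as it is, so the value shows a rise relative to the median gene and cannot test the scaling. For the rise in Paneth-like cells itself, a shift of whole libraries as the whole cause is argued against by the highest other class median, 0.42. The list was higher in every other class, with the lowest median, 0.19, in TA-like cells, so a shift may be part of the rise. A different mix of sexes is argued against by 0.98 among Paneth-like cells with Y-linked transcripts. A difference in UMIs per cell is argued against by 0.94 with thinned cells. What the rise means for the cells was not tested.

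Alpha-defensin genes fell more in Paneth-like than in goblet-like cells, with a median difference of −0.47 (camera adjusted p = 2.07e-19, fry adjusted p = 0.0848). With library size only the list was at 0.25 and, unlike the ribosomal list, was no longer past the threshold of camera. The list then lay 0.46 (−0.4599) below the median of all genes (quartiles −0.53 to −0.35). Scaling leaves that difference nearly as it is, so the value cannot test whether scaling is the cause. With doublets left out the median was 0.43, but there the cluster of 2682 cells led by *Try5* and *Reg4* was no longer among the Paneth-like cells. The lowest median among the alternatives fixed earlier was −1.22, a larger fall. Free RNA stays open: in goblet-like cells alpha-defensins stood at no less than 15.7% of their level in Paneth-like cells (15.69), which shows that they are counted there but not where they come from. No difference between the classes can be drawn from this.

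Cells of both sexes were present in every library, which the paper does not describe beyond stating that its mice were sex-matched. Among TA-like cells whose sex could be called, 27.9% (27.869) and 30.5% were male in the libraries labelled *Slc7a5* fl/fl and 4.31% and 4.14% in those labelled *Slc7a5* ΔIEC. In goblet-like cells the shares were 76.8% and 81.0% against 11.0% (10.971) and 7.22%, and in Paneth-like cells 98.1% and 96.5%, with only 1 and 2 cells called female, against 16.6% and 15.1%. A female call needs 3 UMIs of *Xist* and a male call 1 Y-linked UMI, so in Paneth-like cells, where *Xist* stood at 55.4 against 178 CPM and *Ddx3y* at 5.03 against 1.94, these shares may overstate how far the sexes are apart. Classes are not comparable with each other here, since *Xist* and the Y-linked genes are counted at different rates in them. Between the libraries of a genotype the smallest adjusted p was 0.0778 (Fisher's exact test, 8 tests), so a single pool of mice behind both libraries of a genotype may hold. *Xist* was higher in Paneth-like cells of the libraries labelled *Slc7a5* ΔIEC (log2 fold change 1.69) and *Ddx3y* lower (−1.38). Mice of one sex per genotype are argued against by *Ddx3y*, with no fewer than 335 UMIs in any library, while a different mix of male and female cells, with at most 10.971% male among goblet-like cells of the libraries labelled *Slc7a5* ΔIEC, is a possible explanation. Sex and genotype are therefore partly mixed in every comparison, and an effect of sex on other genes was tested only for the lists named here.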

How the results depend on the processing

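The common lower limit, the thinning to a common 99th percentile, the neighbours of thinned cells and the FindMarkers thresholds were chosen after the result was seen. For 25 main results, the alternatives fixed earlier gave 150 values: 113 stayed the same, 30 moved, 2 became weaker, 1 stronger and 4 reversed. The later alternatives gave 22 values, of which 9 stayed the same, 10 moved and 3 reversed, and leaving out a library gave 68, of which 60 stayed the same and 8 moved. For 25 named genes there were 234 values, of which 229 stayed the same, 1 became weaker, 3 stronger and 1 reversed, and leaving out a library gave 99, of which 83 stayed the same and 16 moved. For values with a test, the same means the same sign and the same side of the threshold, whatever the size: *Mki67* went from −1.09 to −0.29 and *Lyz1* from −1.89 to −1.08 by library size only and still count as the same. With a library left out, and for values without a test, it means a move within 1 SD of the replicates. For numbers of genes it means within 1.5 times. Unless stated, the cause was not tested.

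Differences in share (*Slc7a5* ΔIEC minus *Slc7a5* fl/fl, percentage points) for Paneth-like, goblet-like and TA-like cells were −25.6, 21.9 and −3.64 with all variable genes, and −22.0, 25.6 and −3.78 at resolution 0.5, where enterocyte-like cells gave −0.89 (−0.893). At resolution 2, Paneth-like, goblet-like and enterocyte-like cells gave −25.8, 19.0 and −1.47. Clustering within each genotype gave −24.1 for Paneth-like and 8.54 for goblet-like cells and reversed enterocyte-like cells to 1.67. Leaving out doublets gave −33.8, 17.8, −4.62 and −0.905 for Paneth-like, goblet-like, TA-like and enterocyte-like cells; there a cluster of 2682 cells led by *Try5* and *Reg4* (2, 2, 1332 and 1346 cells in the libraries in order) was unnamed, and Paneth-like plus all unnamed cells made up 54.9% and 58.8% against 43.2% and 44.1%. A common limit reversed Paneth-like cells to 6.37 and goblet-like cells to −1.43 (two-sided exact permutation p = 0.667 for either) and moved TA-like, enterocyte-like and enteroendocrine-like cells to −5.79, −3.47 and 0.636. Thinning to a common 99th percentile of UMIs per cell with a common limit, which leaves the medians of the libraries unequal, moved Paneth-like, goblet-like and enterocyte-like cells to −36.1, 26.2 and −0.272 and reversed TA-like cells to 2.25. The limit of 25% mitochondrial UMIs left out no cell and so tests nothing. With 1 library left out, the differences lay between −20.5 and −16.8 (Paneth-like), 14.8 and 16.6 (goblet-like), −3.28 and −1.99 (TA-like), −2.39 and −1.72 (enterocyte-like), 0.366 and 0.513 (enteroendocrine-like) and 0.538 and 0.681 (tuft-like).

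The numbers of genes higher and lower in Paneth-like cells of the libraries labelled *Slc7a5* ΔIEC were 9898 and 471 by library size only, because that scaling moves every gene up; 892 and 953 with cells thinned to 2000 UMIs, where fewer counts are left; 1777 lower with DESeq2; and 1129 and 37 from per-cell means with the FindMarkers thresholds. With the replicate number as a block they were 2966 and 3017, but the numbers do not pair the libraries: the deviations of same-numbered libraries correlated at 0.052 over all cells and 0.037 in Paneth-like cells.

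The stem cell list (median 0.11) became weaker by library size only (0.92, camera adjusted p = 0.0520) and in thinned cells (0.16, camera adjusted p = 0.0943; between that and 0.0170 over the edgeR settings), and the goblet list (0.17) stronger by library size only (0.97, camera adjusted p = 0.00102; between that and 0.992 over the edgeR settings). Against goblet-like cells, the lowest median of alpha-defensins among the alternatives fixed earlier was −1.22. They reversed to 0.25 by library size only and to 0.43 without doublets (and without that cluster), and ATF4 targets (−0.06) to 0.66 by library size only. That scaling moved the median of all genes in this comparison to 0.71, and over it the lists stayed at −0.46 and −0.05, so these changes of sign are those of all genes. With 1 library left out, the medians lay between −1.67 and −1.13 (alpha-defensins), 0.91 and 0.99 (ribosomal), 0.10 and 0.19 (stem), 1.36 and 1.47 (ATF4), 0.12 and 0.21 (goblet), and against goblet-like cells between 0.48 and 0.55 (ribosomal), −0.55 and −0.35 (alpha-defensins) and −0.12 and 0.02 (ATF4).

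*Lgr5* in Paneth-like cells (0.11) became stronger by library size only (0.92) and without doublets (0.36, adjusted p = 0.0153) and reversed in thinned cells (−0.03, −0.025). *Slc12a2* became stronger by library size only (0.91), and *Ddx3y* weaker in thinned cells (−0.61, adjusted p = 0.262).

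Neighbours from the other genotype moved with 10 neighbours to 18.7% (TA-like), 22.8% (enterocyte-like), 34.1% (enteroendocrine-like) and 36.1% (tuft-like). Without the genes of Supplementary Data 1 and 2 they moved to 1.93% (Paneth-like), 22.0% (goblet-like), 37.1% (TA-like), 37.5% (enterocyte-like) and 49.0% (enteroendocrine-like), and in thinned cells to 1.01% (Paneth-like) and 30.9% (TA-like).

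The lower limits differ between libraries. Apart from leaving out a library, the common limit or the thinning moved the differences of Paneth-like, goblet-like, TA-like and enteroendocrine-like cells most. That of enterocyte-like cells moved most with clustering within each genotype (1.67), and that of tuft-like cells with all variable genes (0.567). Depth also limits the enteroendocrine-like and tuft-like classes, which hold 17 to 143 cells per library.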

Differences from the paper's values

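The per-cell means with the FindMarkers thresholds, named below, were chosen after seeing the values. The log fold changes of the paper's tables are on a log2 scale: over the 836 matched genes of Supplementary Data 2 the median absolute difference was 0.0755 when the paper's column was read as log2 and 0.0832 when it was read as a natural logarithm, and over the 35 genes of Supplementary Data 1 it was 0.173 and 0.290. All signs matched in Supplementary Data 2, and 34 of 35 in Supplementary Data 1.

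The paper gives 35 genes higher in Paneth cells of *Slc7a5* fl/fl mice, against 2956 here; none of the alternatives set before the data were examined closed the gap, and per-cell means with the FindMarkers thresholds, chosen after seeing the values, gave 37, of which 31 are among the paper's 35. It gives 843 genes higher in *Slc7a5* ΔIEC mice, against 2929 here; of the alternatives set before the data were examined, cells thinned to 2000 UMIs (892) closed the gap in number, with 386 of the paper's 836 matched genes among the 892, and the others did not, and the FindMarkers thresholds, chosen after seeing the values, gave 1129, which is also within 1.5 times and holds 833 of the 836.

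Shares of the paper are over 6559 and 19217 cells and those here over 6850 and 19648, with names rebuilt from markers, so no order is drawn between them. For TA cells of *Slc7a5* fl/fl mice the paper shows about 7% in Fig. 5A, read by eye, and here it was 14.8%. For enterocytes it shows about 3% and about 4% in Fig. 5A, read by eye, against 9.35% (*Slc7a5* fl/fl) and 7.30% (*Slc7a5* ΔIEC). For *Slc7a5* fl/fl mice it shows about 0% of enteroendocrine and of tuft cells in Fig. 5A, read by eye, against 0.567% and 0.748%, and for *Slc7a5* ΔIEC mice about 4% of tuft cells in Fig. 5A, read by eye, against 1.36%. Unclassified cells with mitochondrial feature genes are about 5% of *Slc7a5* ΔIEC cells in Fig. 5A, read by eye, against 0% here. Of the alternatives set before the data were examined, resolution 0.5 (4.10%) and leaving out doublets (4.23%) closed the gap for enterocytes of *Slc7a5* ΔIEC mice, and none closed any other gap among these shares. Of the settings chosen after seeing the values, thinning to a common 99th percentile with a common limit gave 9.94% for TA cells of *Slc7a5* fl/fl mice and a common limit alone 5.56% for enterocytes of *Slc7a5* ΔIEC mice, each within 1.5 times the paper's.

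On the scale of per-cell means, the log2 fold change of *Atoh1* in Paneth cells was 0.47 against the paper's 0.379, that of *Olfm4* −0.0294 against the paper's −0.334, and that of *2210407C18Rik* 1.85 against the paper's 2.07; none of the alternatives set before the data were examined closed these gaps. That of *Slc12a2* was 0.34 against the paper's 0.283, and of the alternatives set before the data were examined, all variable genes (0.31) and clustering within each genotype (0.31) closed the gap and leaving out doublets (0.22) did not.

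The paper states that proliferating cells increased in share; here the share of TA-like cells was lower by 2.63 percentage points in the libraries labelled *Slc7a5* ΔIEC (−2.633) and higher by 2.25 only with thinning to a common 99th percentile and a common limit, which was chosen after seeing the values. It states that enteroendocrine and tuft cells were found only in *Slc7a5* ΔIEC crypts. Here every library held cells named so, with no fewer than 17 and 25. In the libraries labelled *Slc7a5* fl/fl, alpha-defensins took 39.01% and 43.79% of the UMIs of enteroendocrine-like cells and 33.35% and 30.15% of those of tuft-like cells. Mixing with Paneth cells or their RNA was not tested. The paper states that the unknown group was led by mitochondrial genes, and here no cluster was. Of its genes higher in *Slc7a5* ΔIEC Paneth cells, 698 of 836 were higher here and 138 lower, and all 836 were higher by library size only.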

Other observations

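Of the tests below, the one on alpha-defensins among cells of known sex was chosen after the result was seen. The common limit and the thinned neighbours are settings added after seeing the data.

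The higher share of Paneth-like cells in the libraries labelled *Slc7a5* fl/fl changed with the lower limits on UMIs, but not in a way that settles their part: under a common limit the difference was 6.37 percentage points (6.374), the other way round and with overlapping libraries, and with thinning to a common 99th percentile of UMIs per cell, which leaves the medians unequal, and a common limit it was −36.1, in the direction of the files. For enteroendocrine-like and tuft-like cells, whose shares were lower in the libraries labelled *Slc7a5* fl/fl, the limits are argued against by differences of 0.636 and 0.599 that kept their direction. Whether the share of Paneth cells in the crypts differs stays open.

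By library size only, 95.5% of the genes past the threshold in Paneth-like cells were higher in the libraries labelled *Slc7a5* ΔIEC. Scaling without granule and ribosomal genes gave 50.4% (50.38) and TMM over all genes 49.8%. Both centre the fold changes, so whether granule transcripts that take most of the counts cause the excess stays open.

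The separation of Paneth-like cells is not one of UMIs per cell: with every cell thinned to the same number, 1.01% (1.006) of neighbours came from the other genotype. In Paneth-like cells with Y-linked transcripts (53, 55, 60 and 58 cells in the libraries in order), alpha-defensins had a median log2 fold change of −2.13 over that of all genes.

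Enterocyte markers were lower in Paneth-like cells of the libraries labelled *Slc7a5* ΔIEC. Free RNA is a possible explanation, since the same genes had median log2 ratios of unscaled CPM of −0.54 (−0.5425) in goblet-like and −0.76 (−0.7578) in tuft-like cells, against −0.74 in Paneth-like cells. In TA-like cells the median was −0.42, with 19 of 20 genes lower. Enterocyte-like cells, the class these genes mark, went the other way with 0.35 and 3 of 20 genes lower, so free RNA is not settled as the cause. In enteroendocrine-like cells that median was −0.02 (−0.0163) with 10 of 19 genes lower, but −0.59 under TMM with 1 of 16 genes higher, which leaves the explanation open there. No biological explanation was tested for this pattern.

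*Olfm4* (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139) and *Lgr5* in Paneth-like cells had 4.70 ± 1.68 and 3.83 CPM in the libraries labelled *Slc7a5* fl/fl (mean, with SD where given, n = 2) against 1.14 ± 0.031 and 4.13 in those labelled *Slc7a5* ΔIEC.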
